# Curcuphenol possesses an unusual histone deacetylase enhancing activity that counters immune escape in metastatic tumours

**DOI:** 10.3389/fphar.2023.1119620

**Published:** 2023-08-10

**Authors:** Samantha L. S. Ellis, Sarah Dada, Lilian L. Nohara, Iryna Saranchova, Lonna Munro, Cheryl G. Pfeifer, Brett A. Eyford, Tunc Morova, David E. Williams, Ping Cheng, Nathan A. Lack, Raymond J. Andersen, Wilfred A. Jefferies

**Keywords:** epigenetic modification, antigen processing machinery, curcuphenol, major histocompatibility complex class I, histone deacetylase activity, HDAC, tumours, drug discovery

## Abstract

Curcuphenol, a common component of the culinary spices, naturally found in marine invertebrates and plants, has been identified as a novel candidate for reversing immune escape by restoring expression of the antigen presentation machinery (APM) in invasive cancers, thereby resurrecting the immune recognition of metastatic tumours. Two synthetic curcuphenol analogues, were prepared by informed design that demonstrated consistent induction of APM expression in metastatic prostate and lung carcinoma cells. Both analogues were subsequently found to possess a previously undescribed histone deacetylase (HDAC)-enhancing activity. Remarkably, the H3K27ac ChIPseq analysis of curcuphenol-treated cells reveals that the induced epigenomic marks closely resemble the changes in genome-wide pattern observed with interferon-γ, a cytokine instrumental for orchestrating innate and adaptive immunity. These observations link dietary components to modifying epigenetic programs that modulate gene expression guiding poised immunity.

## Introduction

Cancer is a devastating disease that arises from genetic mutations and epigenetic modifications that govern cell proliferation, apoptosis, senescence, and invasion (Alimonti et al., 2000; Setiadi et al., 2005a; Nguyen and Massagué, 2007a; Setiadi et al., 2007a; Esteller, 2008; Setiadi et al., 2008a; Seliger et al., 2012; Saranchova et al., 2016; Saranchova et al., 2018; Dhatchinamoorthy et al., 2021a; Dada et al., 2023; Nohara et al., 2023). A common signature shared by invasive forms of metastatic cancers originating from many different tissues, is the loss of immunogenicity that consequently results in immune evasion (Alimonti et al., 2000; Shankaran et al., 2001; Setiadi et al., 2005a; Lou et al., 2007; Setiadi et al., 2007a; Setiadi et al., 2008a; Saranchova et al., 2016; Saranchova et al., 2018; Dhatchinamoorthy et al., 2021a; Dada et al., 2023; Nohara et al., 2023). This can be achieved through several mechanisms, one of which involves evasion through the loss of the antigen presentation machinery (APM), a process known as immune escape or immunoediting. In this neo-Darwinian process, the strong negative selective pressure by adaptive immune surveillance mechanisms against emerging primary cancers can result in the selection of tumour variants that have lost the expression of APM genes, rendering subsequent metastasis invisible to recognition by host T lymphocytes (Jefferies et al., 1993a; Gabathuler et al., 1994; Alimonti et al., 2000; Shankaran et al., 2001; Setiadi et al., 2007a; Saranchova et al., 2018; Tang et al., 2020; Dhatchinamoorthy et al., 2021a). Under normal physiological conditions, APM presents bound self and foreign peptides via the major histocompatibility class I (MHC-I) molecules to cytotoxic T lymphocytes (CTLs) of the adaptive immune system (Jefferies et al., 1993a; Alimonti et al., 2000; Setiadi et al., 2005a; Saranchova et al., 2016). To generate these peptides, endogenously expressed proteins are degraded via proteasomes in the cytosol before being conveyed into the endoplasmic reticulum (ER) by the transporters associated with antigen processing 1 and 2 (TAP-1/2). In the ER, the peptides are loaded onto the MHC-I molecules before being transported to the cell surface (Gabathuler et al., 1994; Brucet et al., 2004; Lou et al., 2007; Setiadi et al., 2008a). Upon interaction of the CTLs with the MHC-I peptide complexes, the CTLs are able to distinguish between normal, cancerous, or pathogen-infected cells (Jefferies et al., 1993a; Gabathuler et al., 1994; Alimonti et al., 2000; Setiadi et al., 2005a; Saranchova et al., 2016), resulting in the initiation of the appropriate immune response and the subsequent destruction of the cancerous or pathogen-infected cells (Jefferies et al., 1993b; Gabathuler et al., 1994; Lankat-Buttgereit and Tampe, 2002). However, this normal mechanism is often subverted in invasive metastatic tumours.

While the loss of the endogenous APM components is widely seen in metastatic cancers, the exact mechanisms leading to the reduction of APM components have yet to be fully explored. Previous work in the field has shown that MHC-I expression can be re-established in metastatic cancer through the use of cytokines such as interferon-γ (IFN-γ) (Jefferies et al., 1993a; Gabathuler et al., 1994; Alimonti et al., 2000; Diedrich et al., 2001; Shankaran et al., 2001) and interleukin-33 (Saranchova et al., 2016) or by genetic complementation with the missing APM components (Gabathuler et al., 1994; Alimonti et al., 2000; Setiadi et al., 2005a; Saranchova et al., 2016). Stimulation with IFN-γ, has shown great success in inducing the expression of the APM *in vitro* (Jefferies et al., 1993a; Gabathuler et al., 1994; Johnsen et al., 1998; Setiadi et al., 2005a; Setiadi et al., 2007a), however, its therapeutic translation into therapeutics remains problematic, and therefore, therapies targeting up-stream regulators need to be explored.

Histone acetylation is a major epigenetic modification that affects gene transcription and is mediated by histone acetyltransferases (HATs) and histone deacetylases (HDACs) (Ruijter et al., 2003; Gregoretti et al., 2004). HATs acetylate lysine residues on histone proteins, resulting in relaxation of chromatin structure that facilitates gene induction. Conversely, HDACs remove acetyl groups from hyperacetylated histones and reduces general gene transcription. Non-histone proteins can also be acetylated and deacetylated. Based on phylogenetic sequence analysis and homology to yeast HDACs, HDACs are classified into class I (HDACs 1–3 and −8), class II (HDACs 4–7 and −9), class III (HDAC), also known as sirtuins (SIRT1–7), and class IV (HDAC11) (Ruijter et al., 2003; Gregoretti et al., 2004). HDACs play crucial roles in biological processes including cell proliferation, apoptosis, inflammation, and in molecular processes associated with cancer (Chen et al., 2015; Li et al., 2021; Song et al., 2021; Xu et al., 2021; Borcoman et al., 2022). Additionally, we previously discovered that treatment with HDAC inhibitors resulted in the re-establishment of the APM expression and function and also reduces tumour growth *in vivo*, surprisingly indicating that the loss of the APM expression can be reversed (Setiadi et al., 2005a; Setiadi et al., 2007a; Setiadi et al., 2008a; Saranchova et al., 2016; Saranchova et al., 2018; Dada et al., 2023; Nohara et al., 2023).

Previously, we demonstrated that functional deficiencies of APM can be restored through genetic complementation by introducing the TAP-1 gene or TAP-1 and TAP-2 genes under the control of heterologous promoters into metastatic tumours by transfection or by recombinant virus infection of tumour-bearing mice that resurrects CTL recognition and reduces invasive tumour growth and metastasis *in vivo* (Gabathuler et al., 1994; Alimonti et al., 2000). Intriguingly, we also found that the TAP-1 deficiency was not regulated by mutations or other defects in the TAP-1 gene in many metastatic tumours, but it was epigenetically regulated (Setiadi et al., 2007b) and could be restored by treatment with HDAC inhibitors, such as trichostatin-A (TSA) (Setiadi et al., 2008a). Furthermore, our original study have demonstrated that although TSA promotes differentiation, cell cycle arrest and apoptosis in tumour cells (Peixoto and Lansiaux, 2006), it is not effective in decreasing tumour growth in TSA-treated nude mice (Setiadi et al., 2008a), which lack functional T-lymphocytes. These findings strongly suggest that in TSA-treated animals, the immune recognition of tumours is increased and that the TSA effect is mediated by increasing the adaptive immune response *in vivo* (Setiadi et al., 2008a). Although TSA has been shown to confer anti-cancer effects *in vitro* and *in vivo* (Marks et al., 2001; Zhu and Otterson, 2003; Mukhopadhyay et al., 2006), cancer treatments using HDAC inhibitors can be inefficient due to their instability and low retention *in vivo* (Monneret, 2005). This limitation may be overcome by the development of non-toxic compounds that can lead to the modification of the epigenome, that are more stable *in vivo*, and improve efficacy in inducing immune recognition of invasive tumours.

In this context, we sought to study the molecular mechanisms of action of curcuminoid compounds such as curcuphenol. Curcuphenol naturally occurs in plants and some marine sponges and is a component of culinary spices including cumin and turmeric that are used in medicinal ethnobiology and ethnopharmacology as traditional medicines and as dietary supplements (Paul and Sa, 2021; Dada et al., 2023). We previously discovered that cannabinoids and curcuphenol are able to reverse the immune escape phenotype of metastatic tumours *in vitro* (Dada et al., 2023; Nohara et al., 2023). Here we test the hypothesis that curcuphenol and synthetic analogues of curcuphenol, possess a previously undescribed HDAC inhibitory activity, that reverses immune escape by resurrecting APM expression in metastatic tumours and therefore, underpins curcuphenol’s anti-metastasis activity. The results of these experiments, however, disprove this hypothesis and support a more intriguing mechanism of action for curcuphenol.

## Results

### MHC-I and TAP-1 expression in TC1 primary cells and A9 metastatic cells

One method by which metastatic cancer evades the immune system is through genetic or epigenetic mechanisms resulting in the loss of expression of endogenous APM components (Alimonti et al., 2000; Shankaran et al., 2001; Setiadi et al., 2005a; Setiadi et al., 2007a; Setiadi et al., 2008a; Saranchova et al., 2016; Saranchova et al., 2018; Dada et al., 2023). The observation that MHC-I expression is reduced in A9 metastatic cell lines compared to TC1 primary cell lines (Schnare et al., 2001; Jones and Baylin, 2002; Reiman et al., 2007) (Figure 1) points to loss of expression of MHC-I and other APM components as a mechanism of immune evasion by metastatic cancer. We previously used a high-throughput cell-based screening assay to identify chemical entities that reverse the downregulation of APM components in cell lines derived from metastatic tumours. We discovered that one of these entities, curcuphenol, induces the expression of the APM components, TAP-1 and MHC-I molecules, in cell lines derived from both metastatic prostate and lung carcinomas (Nohara et al., 2023). We therefore treated A9 metastatic cells with curcuphenol and IFN-γ and analyzed them via RT-PCR. We found that both curcuphenol and IFN-γ induce the expression of MHC-I mRNA and the APM component TAP-1 mRNA in A9 metastatic cells (Figure 2), thereby reversing an immune escape phenotype in these cells.

**FIGURE 1:**
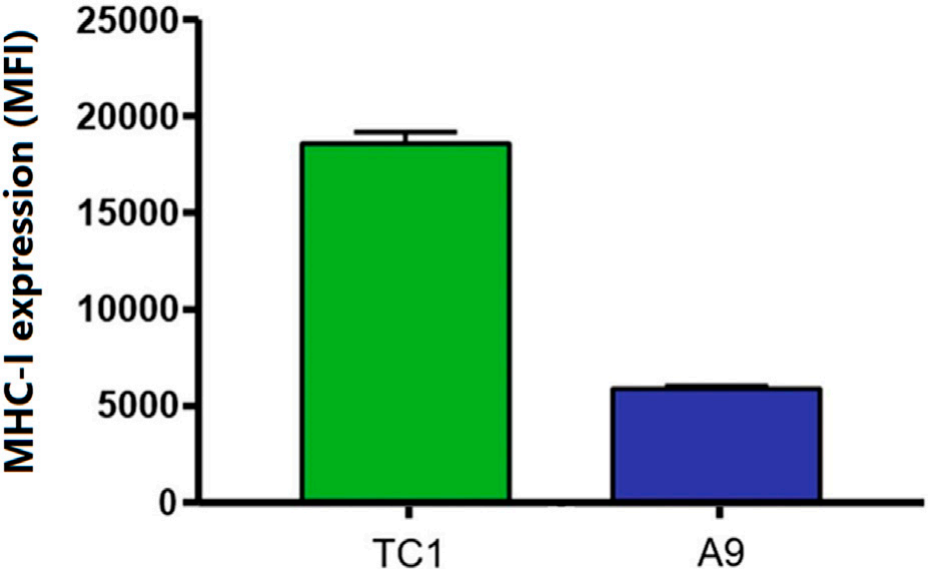
A common immune-escape phenotype is illustrated where MHC-I expression is higher in primary tumours compared to metastatic tumours. Cell surface MHC-I expression in TC1 primary cells and A9 metastatic cells as demonstrated by flow cytometry analysis. Mean fluorescence intensity (MFI).

**FIGURE 2:**
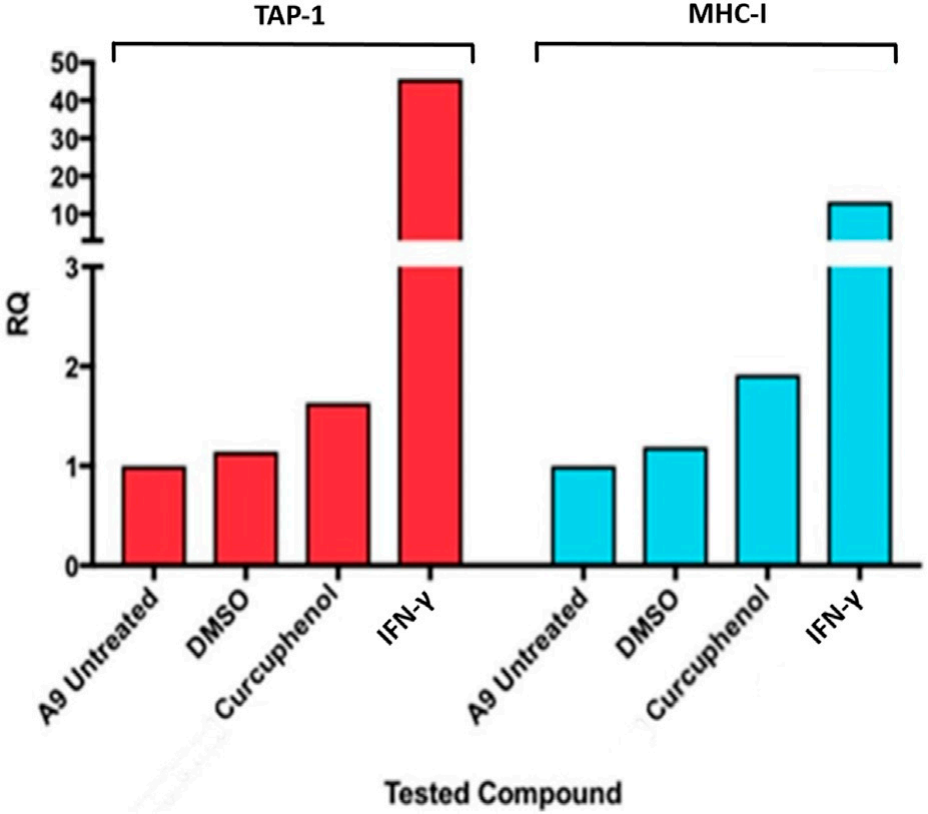
Curcuphenol induces MHC-I and TAP-1 mRNA expression in A9 metastatic tumour cells. Treatment of A9 metastatic cells with curcuphenol (0.02 mg/mL) and IFN-γ (5.832 × 10^−6^ nmol) for 48 h induce increased MHC-I and TAP-1 mRNA expression as assessed by RT-PCR.

### Isolation, identification, and synthesis of curcuphenol and its synthetic analogues

Based upon these results, we synthesized curcuphenol analogues to test their potential as immunotherapeutic anti-cancer agents. A series of lower CLogP and achiral analogues that had structural modifications on the phenol ring and the carbon tail were synthesized and assessed for their ability to induce MHC-I expression *in vitro*. From this small synthetic library, two analogues, P02-113 and P03-97-1 (Figure 3A), were tested and showed consistent induction of MHC-I expression at the cell surface 48 h after treatment when measured by flow cytometry (Figure 3B).

**FIGURE 3:**
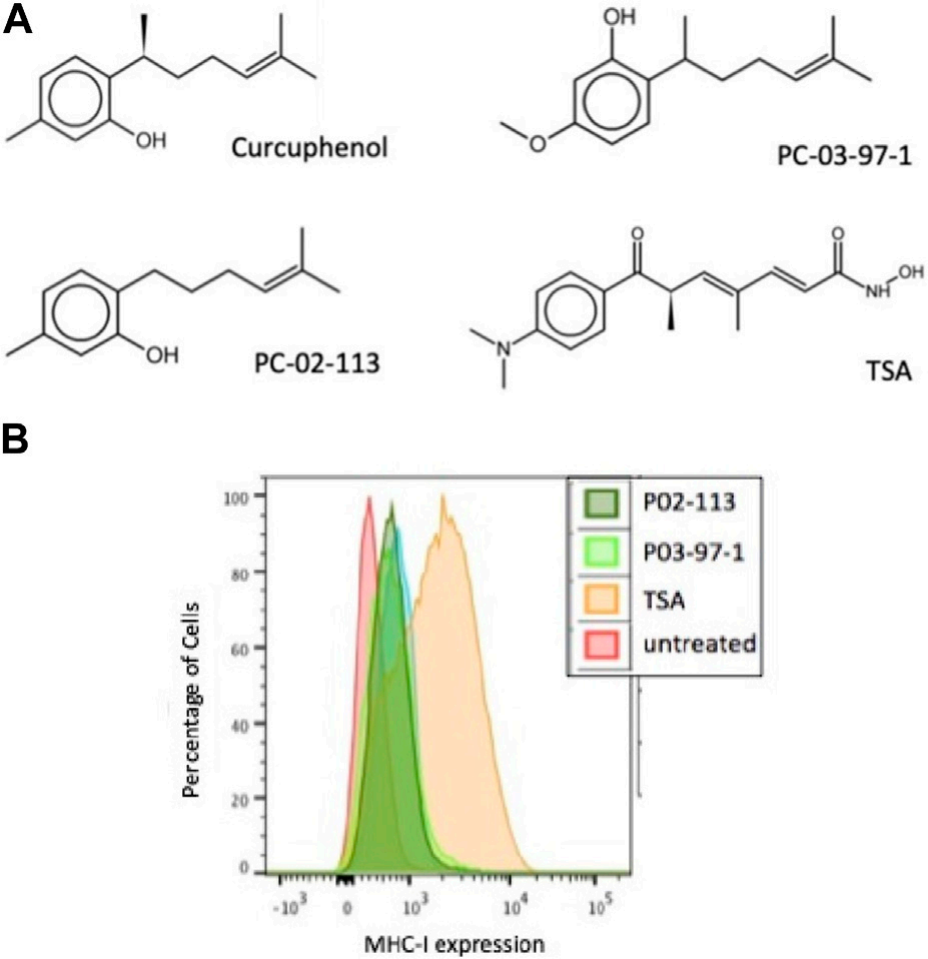
The curcuphenol analogues, P02-113 and P03-97-1, induce MHC-I expression in A9 metastatic tumour cells. **(A)** Structures of curcuphenol, TSA and two synthesized analogues, P02-113 and P03-97-1 **(B)** A9 metastatic cells were treated for 48 h with P02-113 (0.02 mg/mL), P03-97-1 (0.02 mg/mL) or TSA (100 ng/mL). Cell surface MHC-I expression was subsequently assessed by flow cytometry. Three experimental replicates and three technical replicates were performed for each experiment. The figure shows data from one of the experimental replicates.

### Effects of P02-113 and P03-97-1 on class I/II histone deacetylase activity

Due to the structural similarity of the curcuphenol analogues, P02-113 and P03-97-1, to a previously described HDAC inhibitor, TSA, it was hypothesized that these molecules could be acting through a similar mechanism. To test this hypothesis, we evaluated the ability of a cell-based HDAC assay that uses a cell-permeable HDAC I/II substrate that can be converted into a luciferase substrate upon deacetylation by endogenous HDACs, and therefore no wash steps are needed in the assay. We evaluated the ability of P02-113 and P03-97-1 to affect the activity of class I/II HDACs. Interestingly, the compounds P02-113 and P03-97-1 exhibited the opposite effect to what was hypothesized and showed an increase in class I/II HDAC activity (Figure 4A). Even at the lowest concentrations of 1–100 nM, HDAC activity was induced not inhibited. Both compounds showed a peak in HDAC activity around 180 nM, while P02-113 started to reduce the effect at higher concentrations. P03-97-1 maintained peak levels of HDAC activity until the highest concentration of 1 μM suggesting a stronger effect. The stronger effect exhibited by P03-97-1 could be due to several factors including stronger binding affinities to HDAC enzymes, or better ability to enter A9 cells, however the exact reason remains to be determined.

**FIGURE 4:**
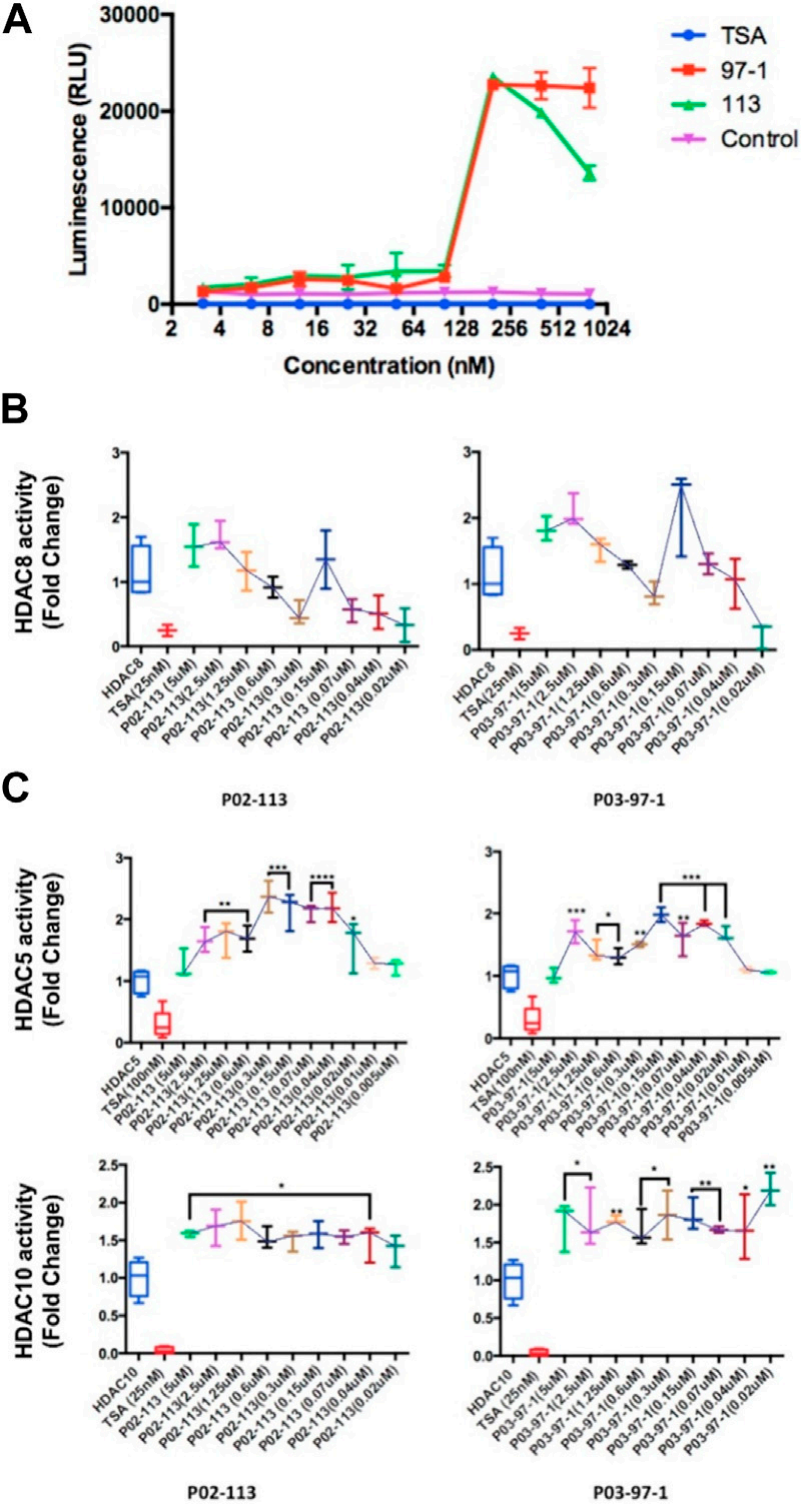
Effects of P02-113 and P03-97-1 on HDAC class I/II histone deacetylase activity. **(A)** Class I/II HDAC activity was assessed using the HDAC-GloTM I/II Assay and Screening System (Promega) in metastatic A9 cells after treatment with P02-113 or P03-97-1. A9 cells were treated with vehicle, TSA (50 nM), or a range of concentrations of P02-113 or P03-97-1. Fluorescence was measured using the Infinite M200 (Tecan) with i-control software (Tecan). **(B)** HDAC8, a class I HDAC, showed a change in activity when exposed to P02-113 or P03-97-1. HDAC8 was the only HDAC that showed slight inhibition at lower concentrations for both compounds. **(C)** Class II HDAC assay of HDACs with enhanced activity upon treatment with either P02-113 or P03-97-1. HDACs 5 and 10 were the only class II HDACs showing an increase in activity levels upon treatment with curcuphenol analogues. **** = most significant change in activity; * = lowest significant change in activity using a Student’s t-test. Three experimental replicates and three technical replicates were performed for each experiment. The figures show data from one of the experimental replicates.

Next, the activity of the curcuphenol analogues on individual purified recombinant HDACs was evaluated. Here a fluorogenic HDAC assays designed to measure histone deacetylase activity was used. In addition, we used a potent HDAC inhibitor, TSA, as a positive control. This assay uses a HDAC fluorometric substrate, containing an acetylated lysine side chain, which was then incubated with purified HDAC. The deacetylation sensitizes the substrate so subsequent treatment with the lysine developer solution produces a fluorophore that can then be measured using a fluorescence reader. No significant change in the activities of the class I HDACs 1, 2, and 3 were observed at the concentrations tested for both P02-113 and P03-97-1 (Figure 5). For compound P02-113, the class I HDAC8 showed more variable results with no change in HDAC8 activity at higher concentrations, however, at a concentration of 0.3 uM and below, inhibition was observed, that was similar to the HDAC inhibition exhibited by TSA (Figure 4B). P03-97-1 followed a similar pattern with no change in activity at higher concentrations but at the lowest concentration 0.02uM an inhibitory phenotype was seen. This indicates that the analogues P02- 113 and P03-97-1 act as inhibitors to HDAC8 but not for other HDAC class I enzymes. Another interesting factor that correlates with the inhibitory effects of P02-113 and P0-3-97-1, is that HDACs 1-3 are limited to the nucleus whereas HDAC8 is the only HDAC class I also found in the cytosol.

**FIGURE 5:**
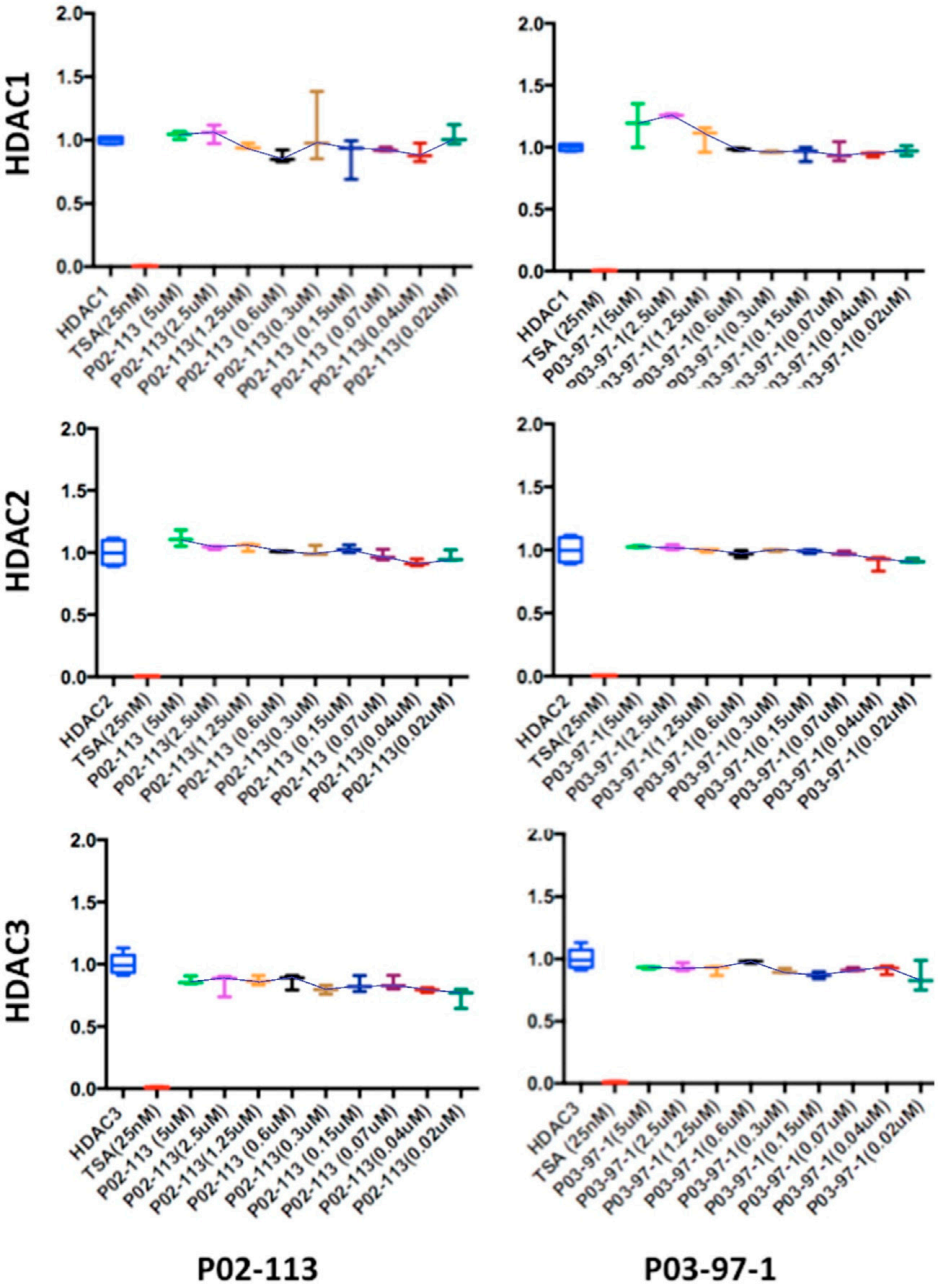
Class I HDAC enzymes are unaffected by P02-113 or P03-97-1. The activities of class I HDACs were evaluated after treatment with P02- 113 or P03-97-1 using the respective HDAC fluorogenic kits (BPS Biosciences). HDACs 1-3 showed no significant change in activity upon treatment with either P02-113 or P03- 97-1 at concentrations ranging from 0.02 to 5 μM using a Student’s t-test. Fold change from control (TSA) is shown on the *Y*-axis. Three experimental replicates and three technical replicates were performed for each experiment. The figures show data from one of the experimental replicates.

The HDAC class II family encompasses HDACs 4 through 10 excluding HDAC8. P02-113 and P0-3-97-1 did not affect the activity of the class II HDACs 4, 6, 7, and 9 (Figure 6). Replicate experiments were conducted on all the extracts to achieve these final results. On the other hand, the activities of both HDACs 5 and 10 were significantly enhanced upon treatment with the curcuphenol analogues (Figure 4C). Additionally, no effect was observed in the activities of the HDAC class III enzyme SIRT1 (Figure 7) nor on the HDAC class IV enzyme HDAC11 (Figure 8).

**FIGURE 6:**
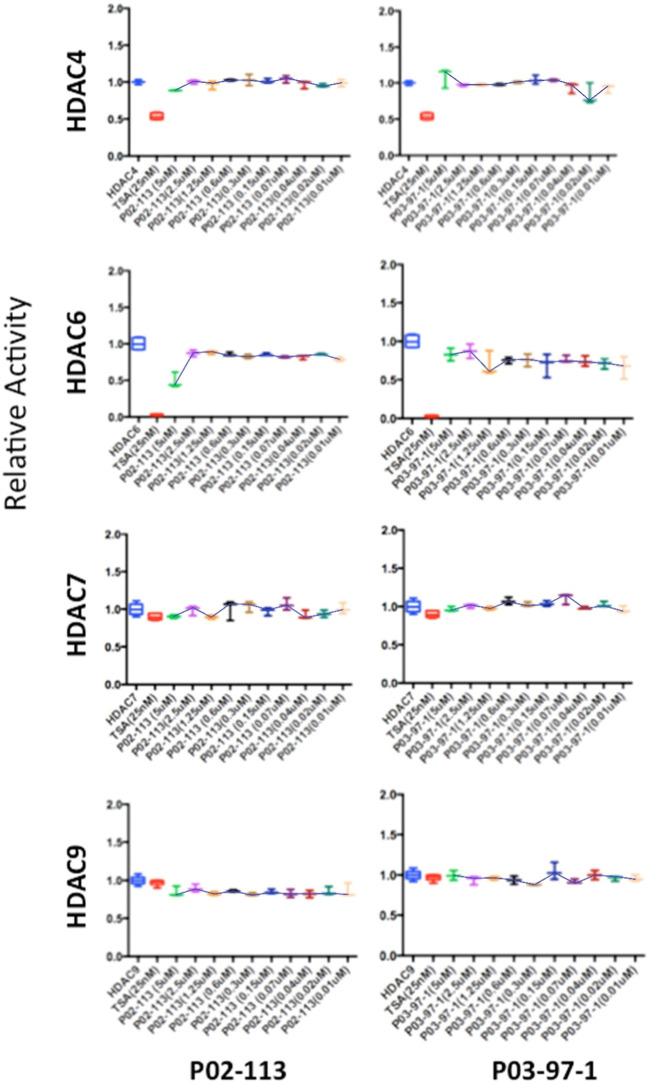
Class II HDAC enzymes are unaffected by P02-113 or P03-97-1. HDACs 4,6,7 and 9 did not show a significant difference in mean activity upon treatment with analogues between the concentrations 0.02–5 μM, as determined by a Student’s t-test. HDACs 4, 6, 7, and 9 were measured using the respective HDAC fluorogenic kits (BPS Biosciences). Fold change from control (TSA) is shown on the *Y*-axis.

**FIGURE 7:**
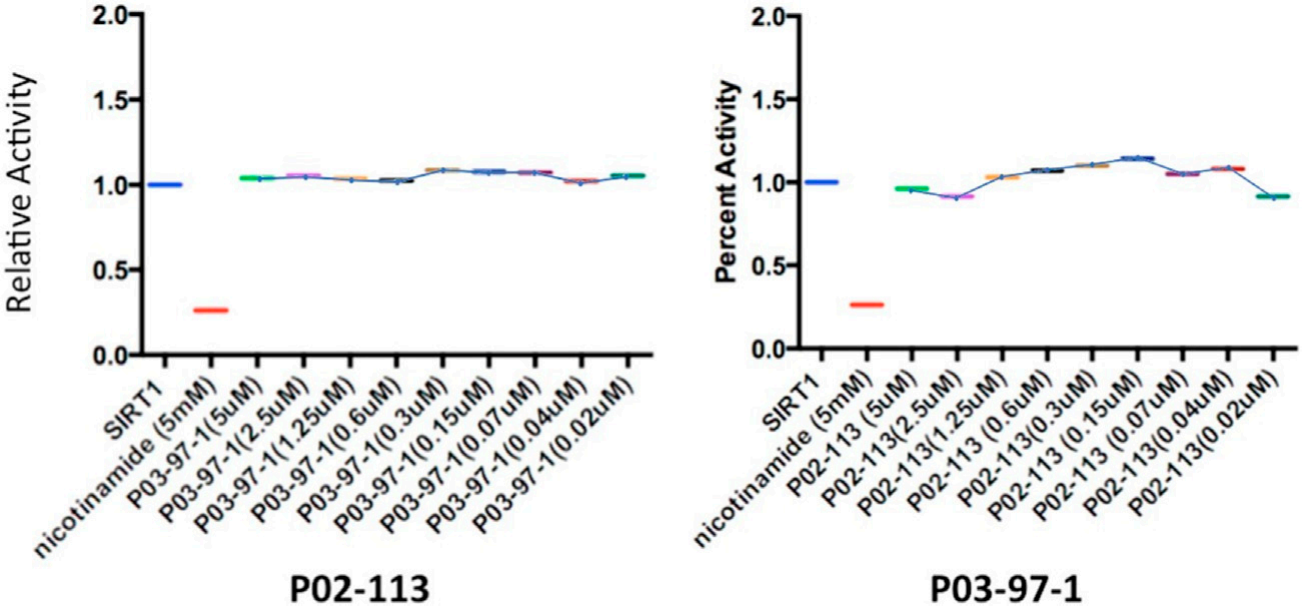
Analysis of SIRT1 activity, from the class III HDAC family, after treatment with P02-113 or P03-97-1. SIRT1 activity was measured using the SIRT1 fluorogenic kit (BPS Biosciences). SIRT1 showed no change in activity upon treatment with P02-113 or P03-7-1 between the concentrations of 0.02–5 μM as determined by a Student’s t-test. Three experimental replicates and three technical replicates were performed for each experiment. The figures show data from one of the experimental replicates. Fold change from control (TSA) is shown on the Y-axis.

**FIGURE 8:**
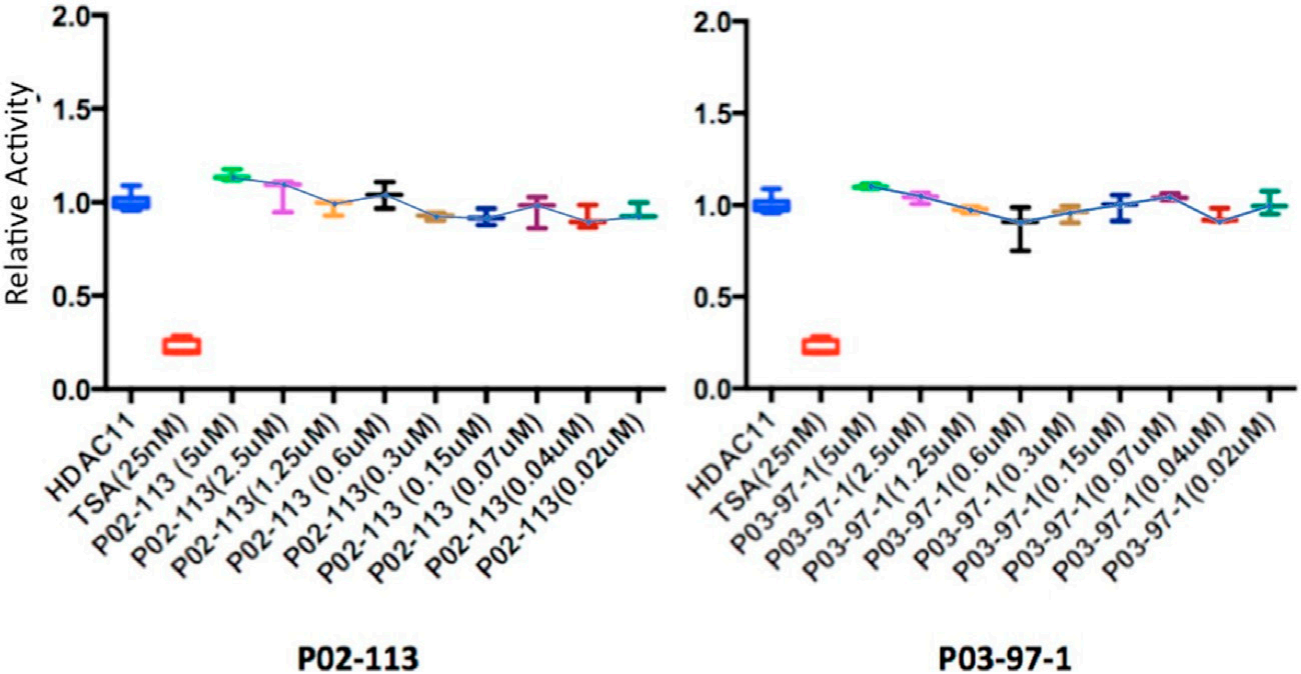
Class IV HDAC activity (HDAC11) was unaffected after treatment with P02-113 or P03-97-1. Mean activity with standard error of HDAC11 was measured upon treatment with P02-113 or P03-97-1 between the concentrations 0.02–5 μM with no significant change seen using a Student’s t-test. HDAC11 activity was measured using the HDAC-GloTM I/II Assay and Screening System (Promega). Three experimental replicates and three technical replicates were performed for each experiment. The figures show data from one of the experimental replicates. Fold change from control (TSA) is shown on the Y-axis.

### Functional characterization of HDAC activity

We then proceeded to perform siRNA knockdown of HDACs to test their function in regulating APM expression. Knockdown of HDACs 5, 8, and 10 in TC1 cells, a primary tumour cell line that constitutively express APM components, resulted in an MHC-I surface expression increase, analyzed via flow cytometry analysis (Figure 9). These data support the conclusion that HDACs 5, 8, and 10 individually or collectively regulate APM components in primary tumour cells.

**FIGURE 9:**
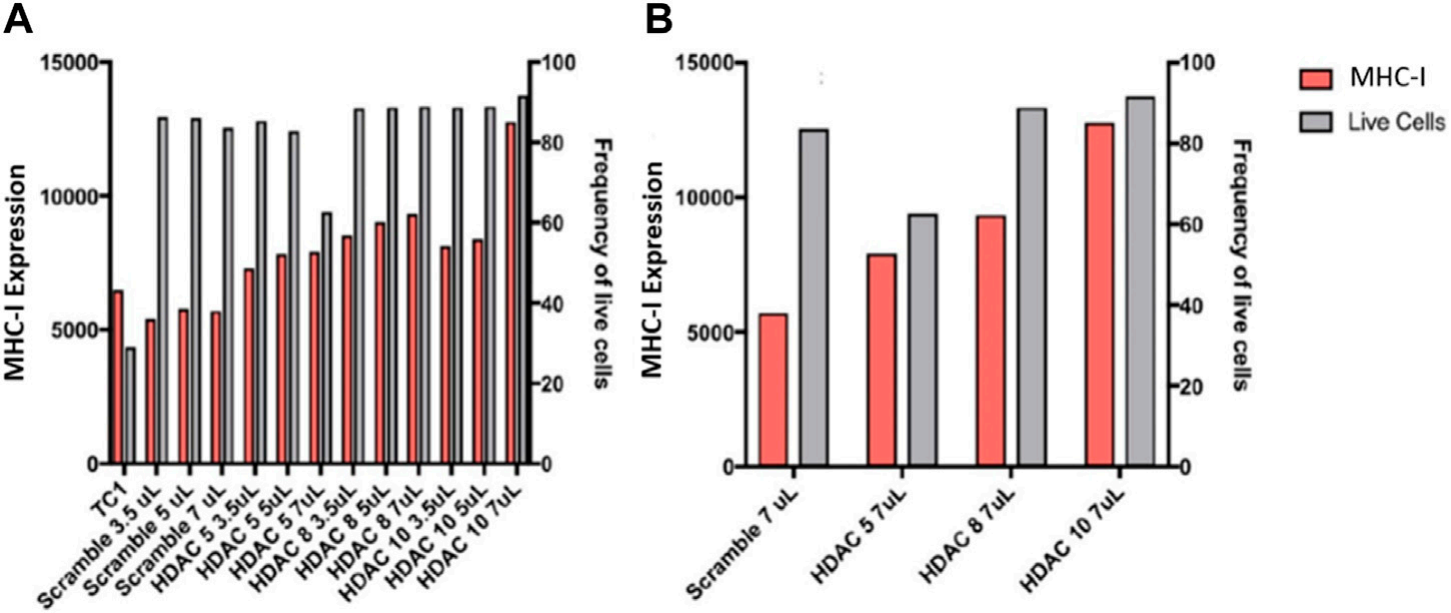
**(A)** Knockdowns of HDACs increase MHC-I expression in TC1 cells. **(B)** MHC-I protein expression is elevated following siRNA treatment of primary TC1 cells against HDACs 5, 8, or 10. The experiments were repeated 3 times (*n* = 3) to accurately calculate the MHC-I expression.

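A9 cells are metastatic clones of TC1, a line of transformed mouse lung cells, and express low levels of MHC-I and of components of the antigen processing machinery (APM). H3K27ac is an acetylation mark of histone H3 found at active promoters and enhancers, and ChIPseq sequences the DNA recovered with an antibody against it. A9 cells were cultured for 48 h with curcuphenol (0.00167 μmol), with IFN-γ or with 1% DMSO, the vehicle in which both were dissolved. Chromatin of 130000 live cells was taken for each treatment. Each treatment gave 1 H3K27ac library and 1 input library, the DNA before antibody capture, so 6 libraries were made. Reads were aligned by the authors to the mouse genome (mm10) with BWA mem, for which the submitters' processing notes give version 0.7.17 and the paper's methods an earlier version. Regions were called by the authors with MACS2 (version 2.1.2, FDR cutoff 0.01, paired-end fragments), with the input of the same treatment as control. The deposited data are 3 lists of called regions with their positions, without a score, a peak height or a read count, so acetylation levels could not be compared and the width of a called region was described in their place. The DMSO list held 47899 regions over 69.8 Mb (mean width 1457 bp, median 1042 bp). With curcuphenol, 48763 regions covered 70.3 Mb (mean 1441 bp, median 1091 bp), and with IFN-γ 55622 regions covered 81.1 Mb (mean 1458 bp, median 930 bp). The shortest region was 221 bp long with DMSO, 297 bp with curcuphenol and 267 bp with IFN-γ. The lists do not give the read depth of the libraries, so the number of regions that each library could detect is not known. With 1 library per treatment there is no replicate check, and the exact Clopper-Pearson 95% intervals given for shares of regions cover counting error only.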

To understand how HDAC activators can potentially alter immune evasion *in situ*, we conducted H3K27ac ChIPseq on DMSO-, IFN-γ− and curcuphenol-treated metastatic A9 cells. 

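Most H3K27ac regions of A9 cells lay away from promoters under every treatment. Introns held 49.0% of the DMSO regions, 47.4% of the curcuphenol regions and 49.7% of the IFN-γ regions. Intergenic sequence held 33.5%, 34.7% and 34.0% of them, in the same order. Promoters held 10.14% of the regions with DMSO, 10.4% with curcuphenol and 8.78% with IFN-γ. Regions that appeared or disappeared with a treatment were at promoters less often than shared regions. Of the regions found in all 3 lists, 14.2% lay at promoters, against 1.88% of the IFN-γ regions with no DMSO region, 1.56% of the curcuphenol regions with no DMSO region and 2.77% of the DMSO regions with no IFN-γ region. Introns and intergenic sequence together held 77.1% (95% interval 76.6 to 77.6) of the regions in all 3 lists. The corresponding shares were 91.6% (91.2 to 92.1) of the IFN-γ regions with no DMSO region, 93.2% (92.9 to 93.6) of the curcuphenol regions with no DMSO region and 92.5% (92.0 to 93.1) of the DMSO regions with no IFN-γ region. Each region was annotated at its centre against curated RefSeq transcripts of mm10, in Homer's order of classes, with the promoter taken from 1000 bp upstream to 100 bp downstream of a transcription start site (TSS). With a promoter of 2000 bp on either side of the TSS, promoters held 24.8% of the DMSO regions, 23.5% of the curcuphenol regions and 21.9% of the IFN-γ regions, and with any overlap in place of the centre 22.99%, 21.5% and 20.0%.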

Functional annotation of H3K27ac regions from all samples demonstrated that the most significant alterations in histone modifications were observed at intronic and intergenic sites suggesting that curcuphenol and IFN-γ alter H3K27ac at enhancer sites (Figure 10A). 

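Among the widest merged regions with a called region in every list, some lay at microRNA and cytokine genes. A merged region joins called regions that overlap across the lists, so its full width need not be covered under any 1 treatment. The widest single called region was 41523 bp with DMSO, 25848 bp with curcuphenol and 37386 bp with IFN-γ. The widest merged region spanned 65420 bp of chromosome 6 of mm10 (31054276 to 31119695), in intergenic sequence with Mir29b-1 as the nearest gene. A region of 42437 bp on chromosome 11 (86567053 to 86609489) covered Mir21a, the gene of a microRNA with known oncogenic activity, and a region of 41844 bp on chromosome 8 (110800200 to 110842043) lay nearest to Il34, which encodes a ligand of the macrophage growth factor receptor CSF1R. The next in width were a region of 37114 bp in an intron on chromosome 12 nearest to Syne3 and a region of 36477 bp on chromosome X nearest to 4932411N23Rik, with a GC content of 26.2% at its centre. Counted as Intervene counts them, with each shared region taken from the DMSO list before the others, 30315 of 75943 regions were common to all 3 lists, or 39.9% (39.6 to 40.3). After merging of overlapping regions, 27636 of 70818 merged regions, or 39.0% (38.7 to 39.4), had a region in every list. By list, 63.3% of the DMSO regions, 62.8% of the curcuphenol regions and 54.7% of the IFN-γ regions overlapped both other lists. Regions found under 1 treatment alone were short. The median width was 2242 bp for merged regions in all 3 lists, 384 bp for those in DMSO alone, 595 bp for those in curcuphenol alone and 450 bp for those in IFN-γ alone. Regions counted as shared when they overlapped by at least 1 bp, and with a reciprocal overlap of 50% the share common to all 3 lists was 16.7%.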

We also found 40% of acetylation marks were located in H3K27ac regions which are observed commonly in all samples. Interestingly, in this common region set, we observed the effects of curcuphenol were similar to IFN-γ suggesting that both curcuphenol and IFN-γ can modify overall acetylation levels to initiate an immune response. This common region set also contains previously tested MHC genes and their promoters (Figures 10B, C). 

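In the regions common to all 3 lists, the called regions were on balance wider with IFN-γ than with DMSO, and narrower with curcuphenol than with DMSO. The median width of the common regions was 1560 bp in the DMSO list, 1477 bp in the curcuphenol list and 1614 bp in the IFN-γ list. Merged common regions were wider with IFN-γ than with DMSO in 62.2% of cases (61.6 to 62.7), with a median log2 ratio of widths of 0.12 (SD 0.68 across regions). They were wider with curcuphenol than with DMSO in 43.3% of cases (42.8 to 43.9), with a median log2 ratio of -0.09 (SD 0.90). A merged region can hold several called regions of a list, so these ratios are not always those of single called regions. Over the whole genome, the DMSO and IFN-γ lists were the closest pair. They shared 59.0% of the base pairs covered by either list (Jaccard index), against 49.7% for curcuphenol and IFN-γ and 47.7% for DMSO and curcuphenol. Of the regions common to DMSO and IFN-γ, 77.1% (76.7 to 77.5) had a curcuphenol region. The width of a called region depends on read depth as well as on acetylation and is not a measure of read level, which was not analysed here because the lists do not hold it.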

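Most promoters of APM genes, and those of the classical MHC-I genes H2-K1 and H2-D1, carried an H3K27ac region under every treatment, DMSO included. Of 19 MHC-I genes, 7 had a promoter region in all 3 lists: H2-K1 and H2-D1, which encode heavy chains, H2-Q4, H2-T10, H2-T22, H2-M3 and B2m, which encodes beta-2 microglobulin. Of 15 APM genes, 13 had one in all 3 lists, among them the genes of the peptide transporter (Tap1 and Tap2), of tapasin (Tapbp) and of the immunoproteasome subunits Psmb9 and Psmb10. Counted by treatment, promoter regions lay at 9 MHC-I genes with DMSO, 8 with curcuphenol and 11 with IFN-γ. For the APM genes, the counts were 14, 13 and 14. H2-T23, H2-T24 and the immunoproteasome gene Psmb8 had a promoter region with DMSO and with IFN-γ and none with curcuphenol. H2-Q7 and H2-M5 had one with IFN-γ alone, and H2-M10.1 with curcuphenol alone. Tap1 lies on chromosome 17 of mm10 from 34187556 to 34197225, and its promoter region with DMSO extends from 34186886 to 34188642 (1757 bp). At this promoter, which Tap1 shares with Psmb9 on the other strand, the region was 1574 bp wide with curcuphenol (34187052 to 34188625) and 6703 bp wide with IFN-γ (34185813 to 34192515). The promoter of H2-K1 (chromosome 17, 33996012 to 34000347) carried a region of 1432 bp with DMSO, 1544 bp with curcuphenol and 4127 bp with IFN-γ, and that of B2m (chromosome 2, 122147687 to 122153082) regions of 4234 bp, 3292 bp and 7055 bp. Nlrc5, which encodes the transactivator of MHC-I genes, had regions within the gene under all 3 treatments and none at its promoter.

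**Figure D1:**
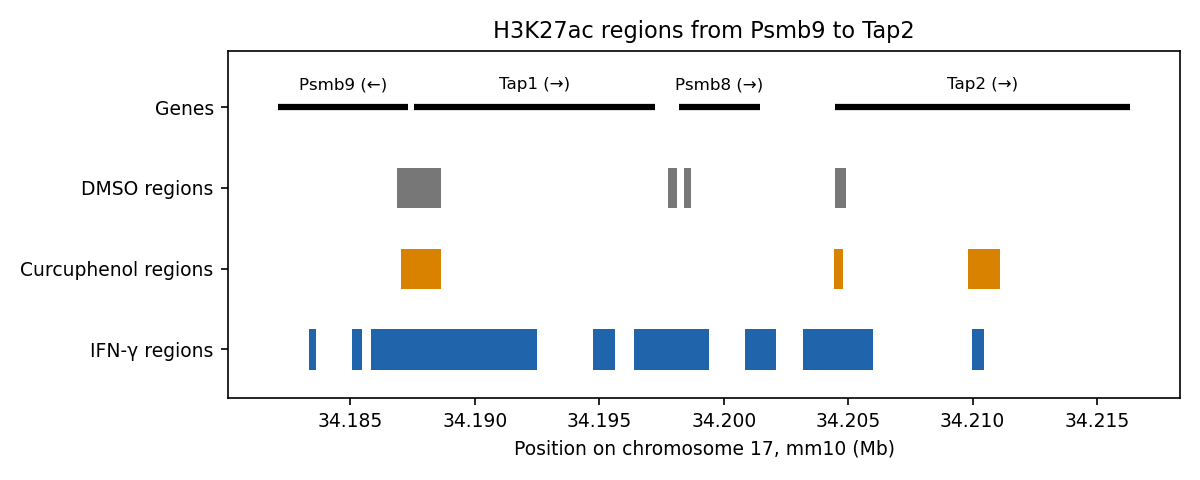
H3K27ac regions called with DMSO, curcuphenol and IFN-γ across Psmb9, Tap1, Psmb8 and Tap2 on chromosome 17 (x axis, position in Mb; each box is a called region, black bars are genes and arrows their strand). The region at the promoter shared by Psmb9 and Tap1 spans 1757 bp with DMSO, 1574 bp with curcuphenol and 6703 bp with IFN-γ.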

Despite the similarity in global acetylation levels, we found no relation between IFN-γ and curcuphenol response at the promoter and gene body of these genes. Yet, our expression data clearly demonstrated MHC gene activation by both curcuphenol and IFN-γ, suggesting that curcuphenol and IFN-γ have similar global acetylation responses but have different mechanisms of activation of MHC-I genes.

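At the MHC-I and APM genes, called H3K27ac regions covered more of the gene with IFN-γ than with DMSO, and less with curcuphenol than with DMSO. Over each gene body and the 1000 bp upstream of it, 11 of the 12 MHC-I genes with any region had more covered base pairs with IFN-γ than with DMSO, and 9 had fewer with curcuphenol. Of the APM genes, 12 of 15 had more with IFN-γ, and 13 had fewer with curcuphenol. H2-T22 was covered over 1916 bp with DMSO, 1805 bp with curcuphenol and 5385 bp with IFN-γ, and H2-T23, the gene of the non-classical molecule Qa-1, over 1297, 534 and 3725 bp. For H2-M3 the covered lengths were 1870, 1308 and 4391 bp, and for H2-D1 2610, 2141 and 4114 bp. Tap1 was covered over 7700 bp with IFN-γ, a ratio of 4.38 to DMSO, and its ratio of curcuphenol to DMSO was 0.896. Nlrc5 had 1726 bp with DMSO, 783 bp with curcuphenol and 7074 bp with IFN-γ. Psmb8 had 689 bp with DMSO, 2816 bp with IFN-γ and no region with curcuphenol. The genes with more covered base pairs with curcuphenol than with DMSO were Tap2 (461 bp with DMSO, 1643 bp with curcuphenol and 3037 bp with IFN-γ), H2-M10.1 (1497 bp with curcuphenol and no region with DMSO or IFN-γ) and Hspa5, the gene of the chaperone BiP (3248, 4075 and 3625 bp). Erap1, Calr and Canx had fewer with either treatment, with ratios of IFN-γ to DMSO of 0.972, 0.922 and 0.806. Among 10000 random lists of genes matched on covered base pairs with DMSO, a matching chosen after the data were examined, the count with more base pairs with IFN-γ lay at percentile 99.5 for the MHC-I genes and 95.2 for the APM genes, and the count with fewer with curcuphenol at 99.8 and 99.3. Neighbouring genes such as Tap1 and Psmb9 share regions and are not independent of each other. From the absence of a relation between the IFN-γ and curcuphenol responses at these genes, set against expression data in which both treatments activated MHC genes, the paper proposes that curcuphenol and IFN-γ act alike on global acetylation but activate MHC-I genes by different mechanisms.

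**Figure D2:**
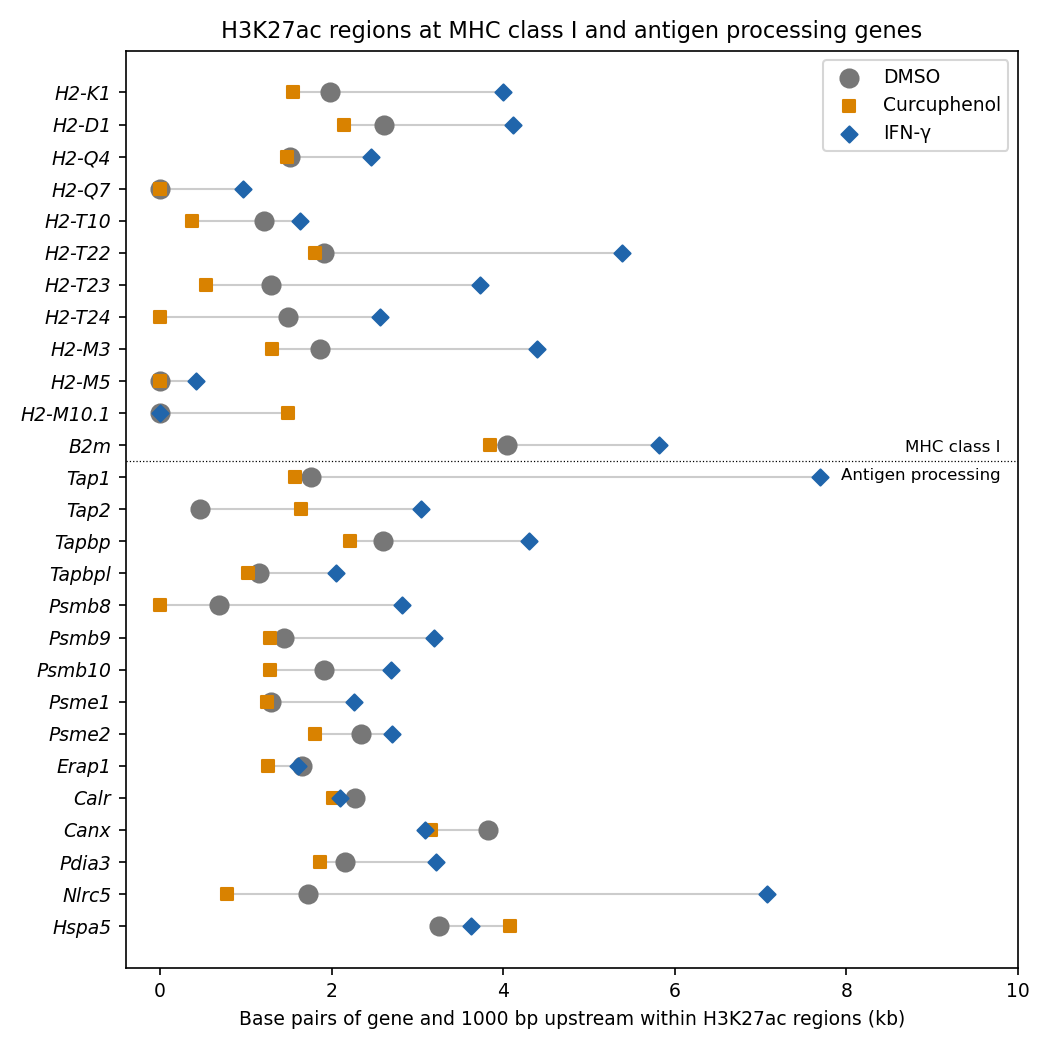
Base pairs of each MHC class I and antigen processing gene, with the 1000 bp upstream of it, that lie within H3K27ac regions (x axis, kb), with DMSO, curcuphenol and IFN-γ (1 library each, so no error bars). Tap1 reaches 7700 bp with IFN-γ against 1757 bp with DMSO, and points at 0 mark genes with no region, with DMSO and curcuphenol overlaid at H2-Q7 and H2-M5 and DMSO and IFN-γ at H2-M10.1.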

**FIGURE 10:**
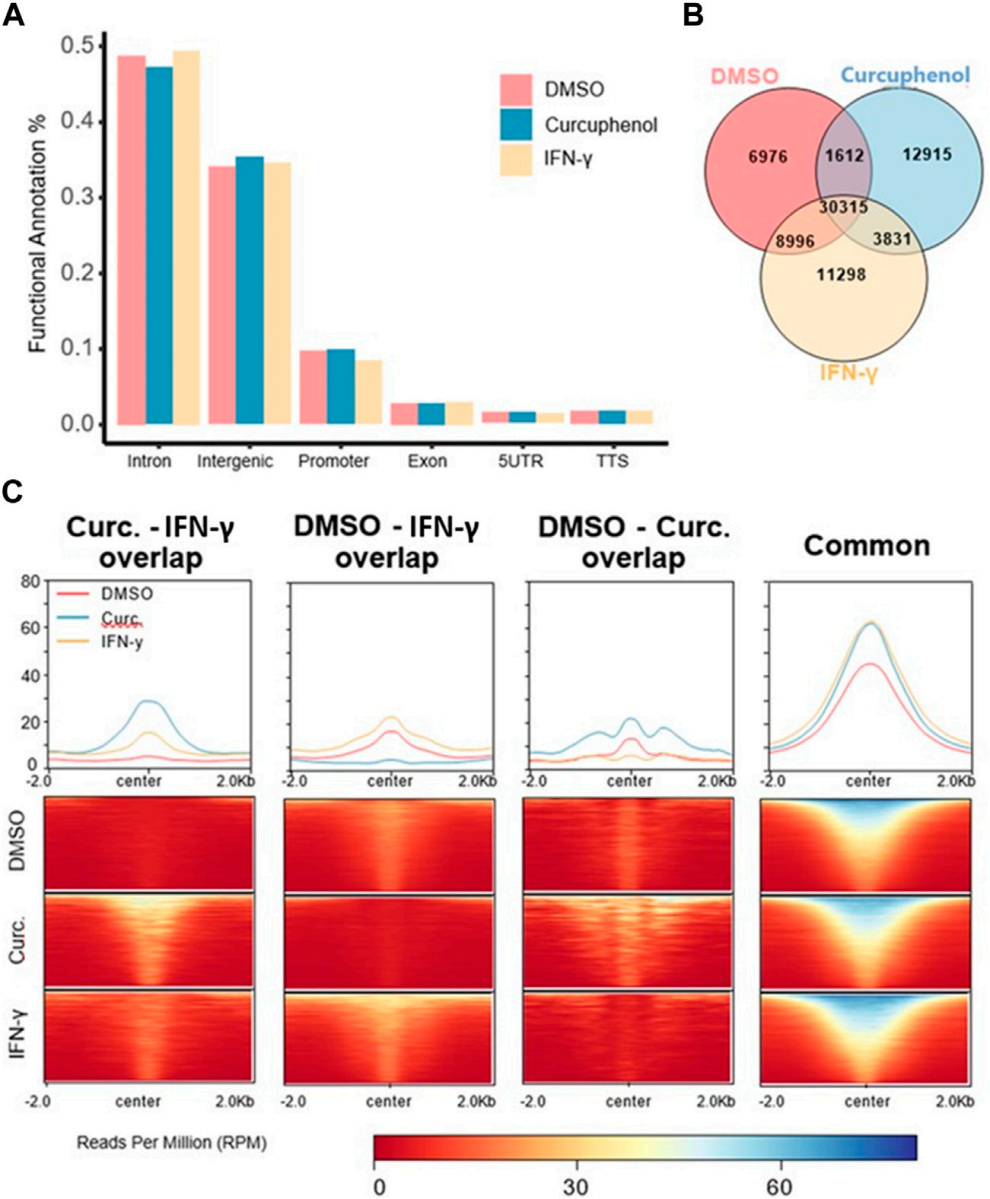
Characterization of H3K27 acetylation induced by curcuphenol treatment of metastatic cells. **(A)** Functional annotation of DMSO, curcuphenol and IFN-γ samples. **(B)** H3K27 acetylation peak locations were compared. **(C)** H3K27 acetylation levels of common regions were higher than all other combinations of interactions. At common regions, curcuphenol (Curc) have increased global acetylation similar to IFN-γ.

Next, we identified acetylation regions either induced or repressed by curcuphenol or IFN-γ treatment with respect to the DMSO sample. We annotated the resulting genomic sets as “gained” (*n* = 15,886), which is specific to IFN-γ and “lost” (*n* = 8,588), which is specific to DMSO. 

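With IFN-γ, H3K27ac regions spread over the genes of the interferon response. Of 27 genes of IFN-γ signalling with any region, 24 had more covered base pairs with IFN-γ than with DMSO, as had 35 of 39 interferon-stimulated genes (percentiles 99.9 and 100 among the matched random lists). The guanylate-binding protein gene Gbp2 went from 2490 bp with DMSO to 10435 bp with IFN-γ. The immunity-related GTPase genes Igtp and Iigp1 went from 1700 to 8720 bp and from 4506 to 12623 bp. These 3 genes were chosen as examples after their values were seen. With curcuphenol, 6 of the signalling genes and 11 of the interferon-stimulated genes had more covered base pairs than with DMSO, and 19 and 24 had fewer. In the matched random lists, both counts with more lay below the 5th percentile, and those with fewer at percentiles 89.5 and 79.4. Among the gained regions without a curcuphenol region, the widest lay nearest to Apol10b (chromosome 15, 77594664 to 77601323, 6660 bp), Tvp23a (5700 bp), Igtp (chromosome 11, 58188979 to 58194637, 5659 bp), Prm1 (5391 bp) and Tgm2, which encodes transglutaminase 2 (4931 bp). The widest lost regions without a curcuphenol region lay nearest to Col19a1 (chromosome 1, 24611641 to 24615830, 4190 bp), Trps1 (3529 bp), Il13ra2 (3463 bp), 1810007C17Rik (3427 bp) and Pcdh18 (3359 bp). Their distances to the TSS were, in the same order, 26299, 142149, 79626, 407254 and 171666 bp. Lost regions had a median width of 388 bp and gained regions of 458 bp, against 1311 bp for the 39311 DMSO regions common with IFN-γ. The median GC content at the centre was 39.8% for lost regions, 46.8% for gained regions and 47.4% for common regions, and 16.2% of the lost regions were shorter than the shortest region of the IFN-γ list.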

Next, we compared “gained” and “lost” genomic regions with respect to curcuphenol samples to further characterize curcuphenol’s impact on acetylation (Figures 11A–C). 

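A region at Cd74 was among the widest gained regions with a curcuphenol region. It spans 5440 bp of chromosome 18 (60802073 to 60807512) and covers the promoter of the gene, which encodes the invariant chain of MHC class II molecules. The widest was a region of 6452 bp on chromosome 5 (114908452 to 114914903) nearest to Gm13822. The others among the widest 5 lay nearest to Pakap (5042 bp, at 118785 bp from its TSS), Gm10445 (3972 bp) and Gm26885 (3781 bp). The widest lost regions with a curcuphenol region were intergenic. They lay on chromosome 14 nearest to Slitrk1 (108033801 to 108037271, 3471 bp) and on chromosome 10 nearest to Kera, the gene of keratocan (97623749 to 97627110, 3362 bp). Others lay nearest to 4930521E06Rik (3063 bp), Ccng1 (2881 bp) and Prl, the gene of prolactin (2811 bp). The distances to the TSS were, in the same order, 878703, 18225, 119294, 585826 and 29925 bp, so the nearest gene can be far away. Of 15886 gained regions, 4588 overlapped a curcuphenol region, or 28.9% (28.2 to 29.6). Of 8588 lost regions, 1612 overlapped a curcuphenol region, or 18.8% (17.9 to 19.6). When curcuphenol regions were shifted at random along their chromosomes 1000 times, 3.90% of the gained regions (at most 4.83%) and 3.61% of the lost regions (at most 4.61%) overlapped one. Shifted regions fall anywhere on a chromosome, so lists from the same cells can exceed these shares without any treatment effect. Merged regions with curcuphenol and IFN-γ alone numbered 3489, against 5558 expected if no treatment had an effect. That ratio was 0.628, and 1.04 with a reciprocal overlap of 50%.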

30% (4,588 of 15,886) “gained” regions overlapped with curcuphenol-induced acetylation regions, and 15% (1,612 of 8,588) “lost” regions overlapped with curcuphenol-repressed acetylation. We further conducted gene-set enrichment analysis closest to gene annotation and matching to the human homologs. Consequently, we found that “gained-curcuphenol” regions are associated with known IFN-γ signalling pathways (Nallar and Kalvakolanu, 2014) (Figure 11D-left). Conversely, our data support the conclusion that curcuphenol and its analogues can act as HDAC-activating compounds. Thus, we also examined the loss of H3K27ac marks in curcuphenol-treated metastatic tumour cells compared to the DMSO-treated control. 

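Genes of IFN-γ signalling lay near gained regions that overlapped a curcuphenol region and near gained regions without one. Of 27 genes of IFN-γ signalling, 6 were the nearest gene of a gained region with a curcuphenol region: Camk2d, Cd274, Irf8, Jak2, Pml and Ptpn11. Cd274 encodes the checkpoint ligand PD-L1 and Jak2 a kinase of the IFN-γ receptor. At Cd274, covered base pairs were 2432 with DMSO, 5135 with curcuphenol and 8491 with IFN-γ. Of 39 interferon-stimulated genes, 7 were nearest to such a region, among them Adar, Oasl1 and Mx1, which encodes an antiviral GTPase. Oasl1 was covered over 1723 bp with DMSO, 4209 bp with curcuphenol and 4223 bp with IFN-γ. Among the genes of both lists nearest to such a region, Adar, Camk2d, Irgm1 and Parp9 had fewer covered base pairs with curcuphenol than with DMSO. Irf8 had no region over the gene, and the others had more. The signalling list lay at percentile 7.77 and the interferon-stimulated list at percentile 42.9 among 10000 random lists of genes with as many regions nearby. That number of regions includes the gained regions themselves. Over the 66 genes of both lists with any region, 102 of 259 merged regions were in the IFN-γ list alone. The matched percentiles near gained regions with a curcuphenol region therefore cannot show that these genes are fewer than by chance. Near the 11298 gained regions without a curcuphenol region, the counts were 21 of 27 (percentile 98.4) and 26 of 39 (percentile 100). Tap2 was the APM gene and H2-Q10 the MHC-I gene nearest to a gained region with a curcuphenol region, while 8 of 15 APM genes (percentile 99.8) and 4 of 14 MHC-I genes (85.7) were nearest to a gained region without one. With 19 gene lists, some can lie above the 95th percentile by chance, and 2 did near gained regions with a curcuphenol region. These were the WNT antagonists (6 of 9, percentile 98.0), with Dkk2, Kremen1, Lrp5, Lrp6, Sfrp1 and Wnt4, and the epithelial markers (4 of 6, percentile 98.5), with Cdh1, the gene of E-cadherin, Krt8, Krt19 and Scgb1a1. Of the former, Lrp5 and Lrp6 encode WNT co-receptors and Wnt4 a WNT ligand. Without matching on the number of regions per gene, the signalling list lay at 67.1 and the APM list near gained regions without a curcuphenol region at 91.5. With only regions within 2 kb of a TSS, the WNT antagonists lay at 92.6 near gained regions with a curcuphenol region, and the epithelial markers, with 0 genes left to count, could not be placed. Near those without one, the signalling list lay at 81.0, the interferon-stimulated list at 63.0 and the APM list at 70.9.

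**Figure D3:**
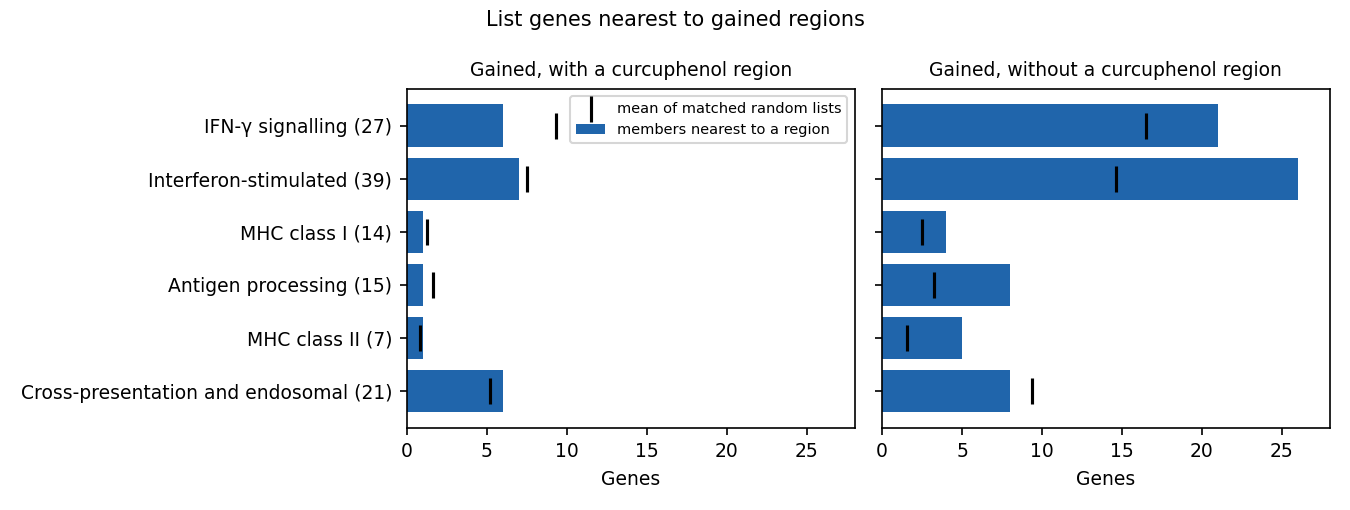
Number of genes of 6 lists (x axis, genes; number of list genes considered in brackets) that are the nearest gene of a gained region with (left) or without (right) a curcuphenol region. Bars are the observed numbers and black marks the mean of 10000 matched random lists, which for IFN-γ signalling is 9.33 beside 6 genes on the left and 16.5 beside 21 genes on the right. The number of regions used for matching includes the gained regions.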

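Regions present with DMSO and absent with curcuphenol were mostly short and lay in introns and between genes, and most of the mesenchymal markers listed had one nearby. As the nearest gene of such a region, 10 of 11 mesenchymal markers were found (percentile 93.6 among the matched random lists), among them Vim, Fn1, Cdh2, Zeb1 and Pdgfrb, which were picked as examples after their values were seen. Covered base pairs at Fn1, the gene of fibronectin, were 8310 with DMSO, 2773 with curcuphenol and 8885 with IFN-γ. At Pdgfrb they were 4745, 1775 and 3763. Of the MHC-I and APM genes, H2-T24, Canx and Psmb8 were nearest to such a region. In all, 31927 of 47899 DMSO regions overlapped a curcuphenol region (66.7%, 66.2 to 67.1), and 15972 did not. Of the latter, 43.7% (42.9 to 44.4) had no IFN-γ region either. Promoters held 3.06% of them and introns or intergenic sequence 91.8%. Their median width was 472 bp and their median GC content 42.6%. With this matching, 0 of 19 gene lists lay above the 95th percentile near these regions. The mesenchymal markers lay at 99.6 with genes assigned only within 50 kb and at 99.2 without the regions in the lowest of 5 bins of GC content, but at 53.6 with only regions within 2 kb of a TSS (1 of 10). With random lists that were not matched, they lay at 99.97 and the genes of IFN-γ signalling at 99.8. The kainate receptor list, here Dlg1, Dlg3, Dlg4, Grik2 and Grik4, lay at 99.4. The WNT antagonist list, here with Lrp5, Lrp6, Wnt4 and Wnt5a among its genes, lay at 98.4. These lists and settings were looked at after the data were examined. With a reciprocal overlap of 50%, 27701 DMSO regions had no curcuphenol region.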

We found that H3K27ac “lost-curcuphenol” regions are enriched with pathways that modulate innate and adaptive immunity as well as tumour cell growth (Figure 11D-right).

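Non-homologous end joining genes and the WNT antagonists were the nearest genes of lost regions with a curcuphenol region more often than most matched random lists. Of 27 genes of non-homologous end joining, 5 were nearest to one (percentile 98.6): Nbn, Poll, Trp53bp1, Ube2v2 and Xrcc5. Nbn encodes a subunit of the MRN complex, which binds DNA breaks, and Xrcc5 a subunit of the Ku complex. Of 9 genes of the WNT antagonist list, which also holds WNT co-receptors and ligands, 4 were nearest to one (97.9): Dkk2, Kremen1, Lrp5 and Lrp6. Of 32 nuclear receptors, 8 were (96.3), among them Esrrg, Nr2f1, Nr4a2, Nr6a1 and Pgr. The other 16 lists lay at or below percentile 94.5, the value for homologous recombination (4 of 22, Bard1, Brca1, Nbn and Rad51b), which became 0 of 22 without the regions in the lowest of 5 bins of GC content. From the FOXO list, Gadd45a, Klf4 and Smad3 were nearest to such a region, from the IGF list Cd44 and Igfbp3, and from the histone deacetylases Hdac4 and Hdac7. Vcam1, which encodes an adhesion molecule for leukocytes, was the only gene of IFN-γ signalling (1 of 27, percentile 3.61). The matching counts regions of the IFN-γ list alone, so this percentile cannot show that these genes are fewer than by chance. No interferon-stimulated, MHC-I, APM or MHC class II gene was nearest to a lost region with a curcuphenol region. The mean random list held 0.428 genes for MHC-I, 0.530 for APM and 0.292 for MHC class II, too few to place these 3 lists. Of the genes that the paper discusses here, Nr4a2 was the nearest gene of 1 lost region with a curcuphenol region, and Nr4a1 and Igf1 each of 1 lost region without one. Foxo1, Nr4a3, Palb2 and Igf2 were nearest to no lost region. Of the DMSO regions with no curcuphenol region, whether lost with IFN-γ or not, 3 lay nearest to Igf1, 1 to Nr4a1 and 1 to Nr4a3. Covered base pairs at Foxo1 were 4932 with DMSO, 3858 with curcuphenol and 5860 with IFN-γ, at Nr4a1 3677, 1566 and 2660, and at Igf1 2776, 995 and 2195. Palb2 had 1238, 1186 and 1171 bp, and Igf2 no region in any list. Within 2 kb of a TSS lay 140 of these regions, and 0 genes of the lists were nearest to one, too few to place a list. With genes assigned only within 50 kb, the nuclear receptors lay at 74.6 and the signalling list at 11.6. With random lists that were not matched, the signalling list lay at 23.9, where even 0 genes would lie at 5.34. Without the lowest GC bin, a restriction chosen after the data were examined, the nuclear receptors lay at 71.8.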

**FIGURE 11:**
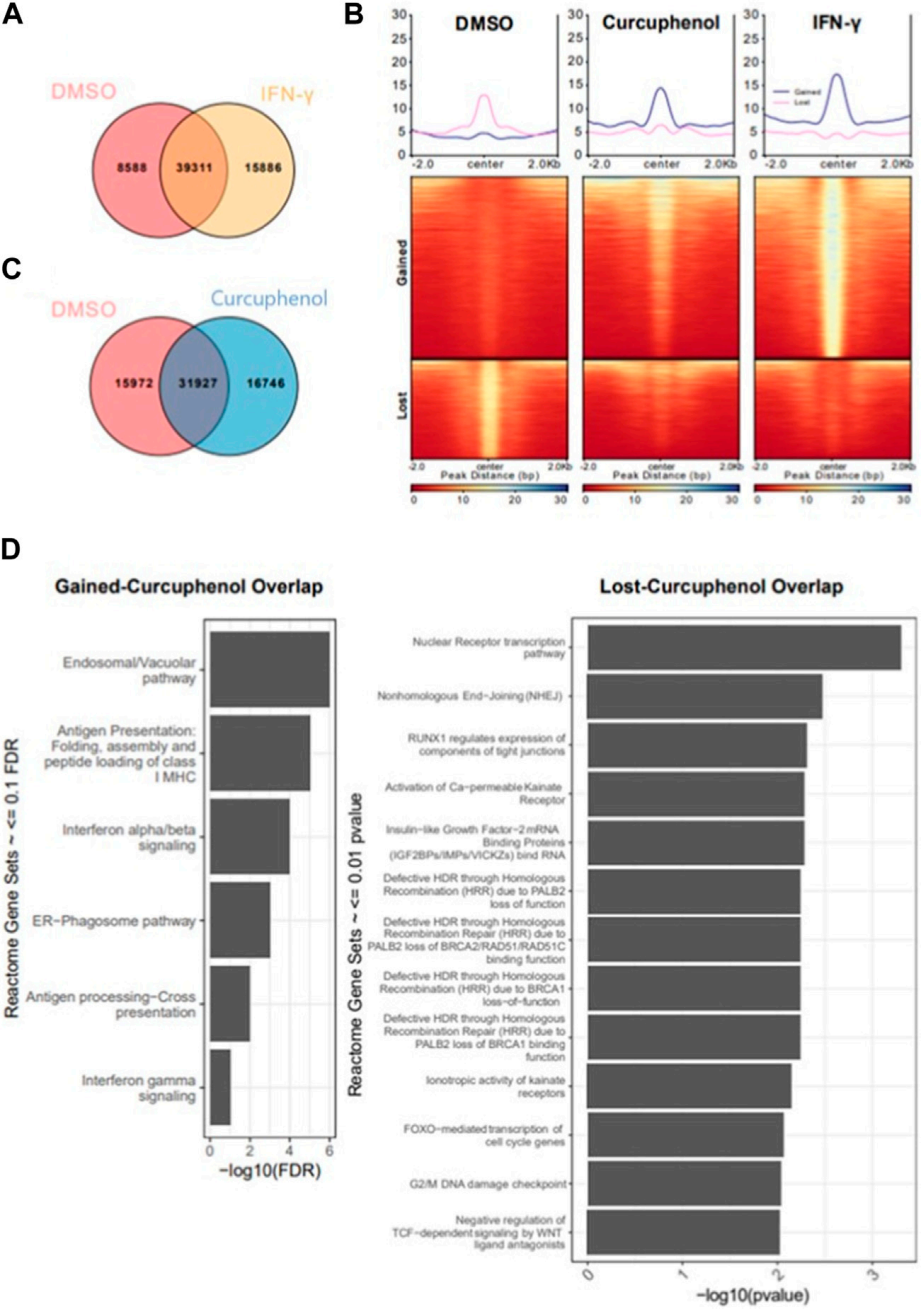
Characterization of cellular pathways effected by curcuphenol treatment of metastatic cells. **(A)** Resulting peaks from ChIPseq analysis were overlapped with DMSO and IFN-γ samples then annotated as DMSO only (Lost, *n* = 8,588), DMSO-IFN-γ common (Common, *n* = 39,311) and IFN-γ only (Gained, *n* = 15,886). **(B)** For gained and lost regions, we compared the H3K27 acetylation levels of each sample. **(C)** Co-occupancy analysis of DMSO and curcuphenol samples. **(D)** Pathway analysis of closest genes with respect to overlap of Gained/Curcuphenol regions was plotted. Gene sets <0.01 false discovery rate (FDR) were filtered out.

## Discussion

Natural product libraries provide an exceptional repository of novel compounds that hold promise as starting points for the creation of innovative therapeutic drugs. These extracts can be derived from everyday food ingredients such as herbs and spices or from remote sources such as deep-sea environments. Although commonly associated with their culinary uses, many spices have been recognized for their therapeutic qualities. Some examples include cumin, saffron, turmeric, green and black tea, and flaxseed, which contain the bioactive compound curcumin (Thompson et al., 1996; Busquets et al., 2001; Abdullaev, 2002; Lai and Roy, 2004). These natural substances offer a valuable resource for drug development and broaden our understanding of cellular processes. Hence, exploring extracts derived from nature continues to be the most significant source for discovering unique therapeutic agents that could potentially inhibit cancer proliferation and impede metastasis. One such compound, curcuphenol, has been extracted from both cumin and turmeric, both widely employed cooking spices that are thought to hold promise in the realm of cancer treatment and prevention by ethnobiologists. By investigating natural sources such as these, we may uncover a wealth of novel compounds that may contribute significantly to the advancement of therapies for cancer and other diseases.

The epigenetic processes includes the covalent modifications to DNA, RNA, and proteins leading to changes in gene expression and is a growing field in cancer research and immunology (Setiadi et al., 2007b; Setiadi et al., 2008a; Concha-Benavente et al., 2016). The first discovered connection made between cancer and epigenetics was the loss of DNA methylation at CpG dinucleotides, and since then, the field has vastly grown to include the modification of other elements such as RNA and proteins as well as other epigenetics alterations currently including acetylation, ubiquitylation, phosphorylation, sumoylation, ribosylation and citrullination (Agrawal and Kishore, 2000; Cock-Rada and Weitzman, 2013; Chen et al., 2015; Li et al., 2021; Song et al., 2021; Xu et al., 2021; Borcoman et al., 2022). Interestingly, inhibitors of HDACs and, to a lesser extent, demethylating agents have shown the ability to induce the expression of APM components (Setiadi et al., 2005a; Setiadi et al., 2008a; Campoli and Ferrone, 2008). HDACs remove acetyl groups from histone tails, imparting a positive charge and increasing the affinity for the negatively charged DNA, causing tightening of local chromatin structure and reduced transcriptional activity. However, the nomenclature of HDAC is misleading as these enzymes are not limited to the deacetylation of histones. HDACs can also remove acetyl groups from other proteins, resulting in a variety of functional effects, including dictating other subsequent post-translational modifications (such as methylation and ubiquitination), increasing protein stability, altering subcellular localization, and altering protein-protein interactions (Feinberg and Tycko, 2004).

Currently, there are eighteen known HDACs, which are divided into four classes, I-IV, based on structure and localization. Class I HDACs are primarily found in the nucleus; they are ubiquitously expressed in various tissues and are thought to play a role in cell proliferation; alternatively, class II HDACs are found in both the nucleus and cytoplasm and are more selectively distributed in tissues (Dawson and Kouzarides, 2012). The class III HDACs known as the sirtuins (Surani et al., 1993; Nguyen and Massagué, 2007b; Escors, 2014) are the most unique as they require nicotinamide adenine dinucleotide for functionality and so far have yet to be affected by any of the current HDAC inhibitors (Dawson and Kouzarides, 2012). The final HDAC group, class IV, contains only a single member, HDAC11, due to its unique structure and prominent localization to the nucleus. Furthermore, physiologically occurring coenzyme A (CoA) derivatives, such as acetyl-CoA, butyryl-CoA, HMG-CoA, and malonyl-CoA, as well as NADPH but not NADP+, NADH, or NAD+, act as naturally available allosteric activators, co-factors or substrates of recombinant HDAC1 and HDAC2 *in vitro*, though the significance of this to epigenetic control in cell and mammalian biology is unknown (Vogelauer et al., 2012). It should be emphasized, that despite their prominance in molecular biology, HDACs may only regulate less than 10% of all genes, and HDAC inhibition can lead to gene repression as well as activation, depending on the nature of the gene (Fass et al., 2003; Glaser et al., 2003; Kato et al., 2004; Nusinzon and Horvath, 2005; Peart et al., 2005).

The antigen-processing genes in many metastatic cancers are under epigenetic control and several pan-HDAC inhibitors have been shown to upregulate APM components, including TSA, Panobinostat, Valporic and Depsipeptide (Setiadi et al., 2005a; Setiadi et al., 2007a; Setiadi et al., 2008a; Ma et al., 2009). However, many of these compounds have not become main stream therapeutics as there are several concerns regarding stability *in vivo* as well as off-target side effects (Rodríguez-Paredes and Esteller, 2011). These difficulties spawned our exploration to determine if curcuphenol analogues have a hitherto undescribed epigenetic modifying activity. To examine this possibility, we established HDAC assays and tested the effect of curcuphenols and its analogues in these HDAC assays. Due to the similar structure of the curcuphenol analogues to a known HDAC inhibitor, TSA, which promotes the expression of MHC-I in the metastatic A9 lung cancer cells (Setiadi et al., 2005a; Setiadi et al., 2007a; Setiadi et al., 2008a), it was predicted that the analogues were acting through a similar mechanism involving by HDAC inhibition. However, upon assessing the activity of curcuphenol analogues using metastatic A9 lung cancer cells in a generalized class I/II HDAC luminescence assay to measure HDAC activity, the opposite effect was discovered, and HDAC activity was observed to be enhanced. This HDAC enhancement is a novel activity that, has never been recorded in the literature for class I/II HDACs.

To determine whether the new curcuphenol analogues P02-113 and P03-97-1 were, in fact, directly interacting with HDAC enzymes to promote activity, individual purified recombinant HDACs were assessed following treatment with the analogues. While most HDAC enzymes did not show a change in activity, two HDACs (5 and 10) exhibited enhanced activity upon treatment with P02-113 and P03-97-1. These are most likely the HDAC candidates showing an increase in activity in the generalized HDAC class I/II assay performed on the A9 cells. This is a unique finding, as HDACs are currently generally viewed as being dysregulated in cancer. The dysregulation of HDACs in tumours leading to an altered gene expression profile, is thought to contribute to the initiation and progression of cancer, as well as to the development of drug resistance in tumours (Tofilon and Camphausen, 2010). However, reductions in the activity of both HDACs 5 and 10 have also been implemented in advanced stages of lung cancer and are correlated with poor outcomes (Osada et al., 2004; Yao and Rahman, 2009).

Interestingly, previous studies that have downregulated HDAC5 using siRNA found that there was a pro-angiogenic effect due to increased endothelial cell migration, sprouting, and tube formation (Urbich et al., 2009). In the case of HDAC10, there has been significantly more research carried out to examine the relationship to its activity in cancer. Decreases in HDAC10 activity have been correlated with more aggressive malignancies in B lymphocyte and have been linked to metastasis in gastric cancer and squamous cell carcinomas (Song et al., 2013; Jin et al., 2014; Powers et al., 2016). Another mechanism has also been suggested for the involvement of HDAC10 in inhibiting metastasis, as it is known to suppress matrix metalloproteases 2 and 9 expression that are critical for cancer cell invasion and metastasis (Song et al., 2013).

In this study, we demonstrate that the knockdown of HDACs 5, 8, and 10 all resulted in an increase in MHC-I cell surface expression in TC1 primary tumour cells. This suggests that the HDACs are involved in regulating MHC-I expression and other APM components through as yet unknown pathways potentially shared by these HDACs, or through different pathways converging on repressing MHC-I expression in primary tumours that constitutively express APM components. The idea that HDACs function through yet undescribed pathways is supported by the abundance of different types of HDACs, their different placements within the cell, and the variation in the genes they target.

In addition, though not the dominating activity, the novel curcuphenol analogues P02-113 and P03-97-1 also inhibited one HDAC enzyme, HDAC8. This is interesting as this is the only HDAC class I HDAC that is known to exist in both the nucleus and cytoplasm and diverged early in evolution from the other HDAC class I enzymes (Chakrabarti et al., 2015). The inhibition of HDAC8 is a unique feature of the compounds, as the majority of HDAC inhibitors that have been developed possess enzymatic activities as pan-HDAC inhibitors. Furthermore, increased HDAC8 activity is known to be associated with several diseases, including neurodegenerative disorders, metabolic deregulation, autoimmune, inflammatory diseases, and cancer (Chakrabarti et al., 2015). Regarding APM expression, it has been demonstrated that HDAC8 acts as a scaffold for cAMP-responsive element binding protein (CREB), a known transcriptional up-regulator of TAP-1 and MHC-I, where upon over-expression of HDAC8, CREB phosphorylation became decreased along with its transcriptional activity (Gao et al., 2009). Furthermore, evidence is mounting that HDACs may co-regulate both immune-escape due to loss of MHC-I expression and the emergence of PD-1/PD-L1 inhibitor refractory tumours (Paul and Sa, 2021; Borcoman et al., 2022).

In search of a molecular mechanism underlying the induction of antigen processing and presentation of metastatic tumour cells, we conducted H3K27ac ChIPseq analysis on curcuphenol-treated A9 metastatic tumour cells in order to understand if curcuphenol acts as an HDAC activator of genes associated with antigen processing and recognition of metastatic cancers. The background for undertaking this analysis was our previous demonstration that HDAC inhibitors induce antigen processing and presentation of metastatic tumours (Setiadi et al., 2005a; Setiadi et al., 2007b; Setiadi et al., 2008a). Here we find that curcuphenol acts as a potent H3K27ac modifier. It has previously been noted that curcumin, in general, possesses an HDAC-inhibiting activity, reviewed in (Soflaei et al., 2018) however, the present study is the first to demonstrate that a specific curcuminoid, curcuphenol and its analogues, can act as HDAC enhancers or inhibitors, depending on the specific HDAC and furthermore, that this effects APM expression. However, it was also remarkable to find that the set of genes that curcuphenol modifies, overlaps considerably with the IFN-γ regulated genes, thereby demonstrating that curcuphenol can act as a potent modifier of immune-related genes. Furthermore, our analysis identified the shared pathways modified by both IFN-γ and curcuphenol, includes genes that specifically regulate MHC-I endogenous antigen processing and presentation but also those involved in antigen cross-presentation, a function previously defined in dendritic cells https://pubmed.ncbi.nlm.nih.gov/22306692/; https://pubmed.ncbi.nlm.nih.gov/14566337/.

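Many genes lay beside new regions under both treatments. Genes nearest to a region present with curcuphenol and absent with DMSO numbered 8750, and genes nearest to a gained region 7904, of 17655 genes nearest to any region. Both sets held 4930 genes, which is 62.4% of the IFN-γ genes. Pml and Ptpn11 are examples from IFN-γ signalling, with 4042 bp covered with DMSO, 10230 bp with curcuphenol and 5933 bp with IFN-γ at Pml, and 1748, 5114 and 6388 bp at Ptpn11. Of the histone deacetylases, Hdac4 and Hdac8 were nearest to a gained region with a curcuphenol region, and Hdac8, on chromosome X from 102284638 to 102505158, was covered over 4279 bp with DMSO, 9243 bp with curcuphenol and 5956 bp with IFN-γ. Hdac5 and Hdac10 were nearest to no gained or lost region. In the same order, Hdac5 was covered over 7169, 7004 and 10562 bp and Hdac10 over 1509, 1227 and 1831 bp. Sets independent of each other would share 3917 genes, and 5043 when genes are grouped by the number of regions near them, which puts the observed number at 0.978 of the latter. This grouping counts the new regions that define the sets, so the ratio of 0.978 cannot show an overlap below chance. For regions present with DMSO and absent with the treatment, curcuphenol gave 7036 genes, IFN-γ 4686 and both 4153, or 1.42 times the 2931 of the grouped expectation. At the level of regions, 3489 merged regions were found with curcuphenol and IFN-γ and not with DMSO. If no treatment had an effect and regions differed only in how readily they are called, 5558 of the 11993 merged regions found in exactly 2 lists would be (95% of 1000 simulations between 5425 and 5695). These 11993 regions are divided anew in the expectation, so a pair above it leaves the sum of the other pairs below it, though not each of them. Found with DMSO and IFN-γ alone were 7343 merged regions, against 3002 expected (2892 to 3108), and with DMSO and curcuphenol alone 1161, against 3432 (3317 to 3543). The ratio of observed to expected for curcuphenol and IFN-γ was 0.628, and 1.04 with a reciprocal overlap of 50%. Of the merged DMSO regions, 6976 were absent under both treatments, against 2702 if losses under the treatments were independent of each other (a ratio of 2.58, and 1.17 within 5 bins of width). Since 1 DMSO library is the control of both comparisons, a region missed in it by chance counts as new under both treatments. Likewise, a region called in it by chance counts as lost under both. Independence is therefore not what unchanged lists would give for the shared losses of genes or of regions. No such value is given for them, so the ratios of 1.42, 2.58 and 1.17 do not show a shared effect. The library could not be divided.

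**Figure D4:**
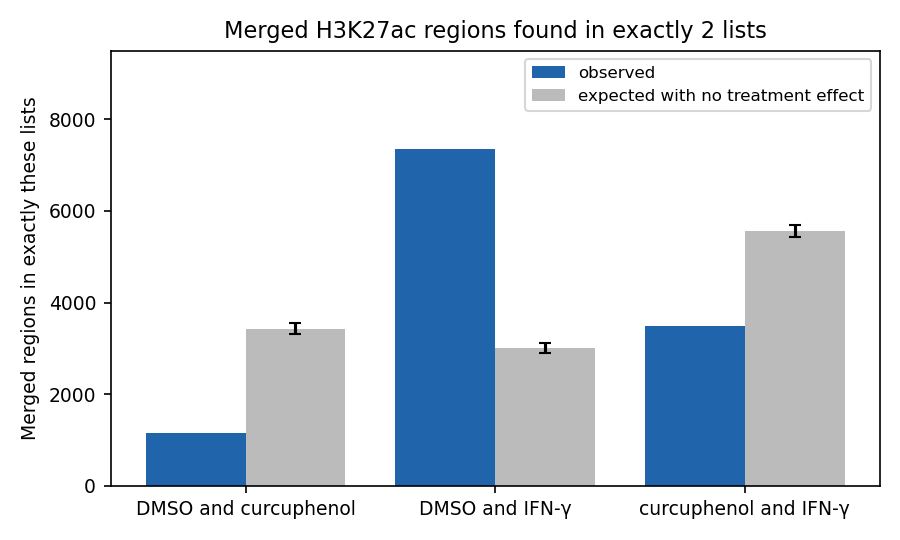
Merged H3K27ac regions found in exactly 2 of the 3 lists (y axis, number of merged regions), observed and expected with no treatment effect, with bars for the central 95% of 1000 simulations. Observed and expected regions have the same total of 11993, of which DMSO and IFN-γ hold more than expected (7343 against 3002) and thereby curcuphenol and IFN-γ (3489 against 5558) and DMSO and curcuphenol (1161 against 3432) together fewer.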

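Genes of antigen cross-presentation, the display of endocytosed antigen on MHC-I, carried H3K27ac regions under every treatment, with no common direction of change. Of 21 such genes with any region, 12 had more covered base pairs with IFN-γ than with DMSO (percentile 39.8) and 9 fewer. With curcuphenol, 8 had more and 12 fewer (percentile 53.7 for fewer). Another set of 21 list genes, which includes Ncf1, were the nearest gene of any region. Of these, Ctsl, Itgav, Ncf1, Tlr2, Tlr4 and Vamp3 were nearest to a gained region with a curcuphenol region (6 of 21, percentile 67.1). Nearest to a gained region without one were 8 (percentile 23.7). Vamp3, a SNARE protein gene of recycling endosomes, was covered over 2057 bp with DMSO, 3970 bp with curcuphenol and 3160 bp with IFN-γ. Ctsl, which encodes the endosomal protease cathepsin L, had 6779, 7098 and 8299 bp, and Itgav, the gene of an integrin subunit, 12495, 12767 and 13955 bp. Tlr2, the gene of a receptor for bacterial lipoproteins, had 1210, 664 and 1740 bp, and Tlr4 3807, 3744 and 3782 bp. Ncf1 had no region over the gene itself in any list. Promoter regions lay at 18 of the 26 listed genes in each of the 3 lists.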

As a result of our studies demonstrating that curcuphenol can act as an HDAC activator, we also examined the loss of H3K27ac marks in treated metastatic tumour cells. These results are fascinating because most of the affected pathways are largely transcriptional regulatory pathways associated with immune function and cancer. For example, the FOXO1, a subclass of the fork-head family of transcription factors which are characterized by a distinct fork-head DNA-binding domain, can be triggered in animals unable to respond to immune challenges due to defects in both the Toll and IMD pathways. FOXO1 is also a transcriptional regulator of MHC-II expression and mediates an anti-tumour effect in tumour-associated macrophages (Yang et al., 2018). In addition, the NR4A nuclear receptors, when expressed, act to reduce B lymphocyte responses to antigens when second signals are not present (Tan et al., 2020). Furthermore, PALB2 is a noted tumour suppressor (Pauty et al., 2017). Finally, the Insulin-like growth factors 1 and 2 (IGF-1 and IGF-2) are directly involved in cancer cell expansion, and their bioactivity can be modified by specific IGF-binding proteins (IGFBPs) (Sokol, 2011). Overall, we observe that curcuphenol functions to enhance pathways associated with immune recognition while simultaneously suppressing cancer growth. We deduce that curcuphenol and its analogues serve as epigenetic modulators of immune responses, which clarifies our observation of MHC-I induction by curcuphenol analogues in metastatic cancer cells.

In the present study we observe that curcuphenol and its synthetic analogues possess HDAC-modifying activities, including novel HDAC enhancing activities. In invasive cancers this is linked to reversing the immune-escape phenotype in metastatic tumour cells by epigenetically resurrecting the expression of APM components that trigger adaptive immune responses. This is a provocative finding and serves to highlight the potential medicinal value of components of common spices used as culinary ingredients.

## Materials and methods

### Synthesis of racemic curcuphenol and pharmacophore analogues

Racemic curcuphenol was synthesized to provide sufficient material for biological evaluation, and the curcuphenol structural analogues P02-113 and P03-97-1 were synthesized to increase the bioactivity of the curcuphenol lead structure. The details for synthesis can be found in the *S*upplementary Information.

### TC-1 and A9 cell culture

The primary TC1 tumour cell line, originating from a female C57Bl/6 mouse, was developed by the transformation of murine primary lung cells with the human papillomavirus type16 E6 and E7 oncogenes and activated H-ras (cell division regulating GTP-ase) (Schnare et al., 2001). These cells have high TAP-1 and MHC-I levels (Schnare et al., 2001; Jones and Baylin, 2002; Reiman et al., 2007). The metastatic A9 tumour cells are the metastatic clones derived from the primary TC1 tumour; these cells are capable of metastasis when injected subcutaneously into mice, not just when injected into the blood. The metastatic A9 tumour has downregulated MHC-I expression and APM components (Jones and Baylin, 2002; Reiman et al., 2007). A9 and TC-1 cells were grown in Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco) with 10% Fetal Bovine Serum (FBS, Gibco), 100 U/mL penicillin-streptomycin (Gibco) and incubated at 37°C in a 5% CO_2_ humidified atmosphere.

TSA, curcuphenol, P02-113 and P03-97-1 curcuphenol analogues, and IFN-γ were dissolved in 1% dimethyl sulfoxide (DMSO) (Sigma) in DMEM and 10% FBS as the vehicle. 1 × 10^6^ A9 or TC-1 cells were plated onto a 6-well plate (Corning) in 2 mL of media. A9 cells were treated after 48 h with TSA (100 ng/mL), curcuphenol and curcuphenol analogues (0.02 mg/mL) or IFN-γ (5.832 × 10^−6^ nmol) or 1% DMSO.

### Evaluation of MHC-I surface expression by flow cytometry

Primary TC-1 tumour or metastatic A9 tumour cells were plated in 6-well plates at a concentration of 10,000 cells per well in a 2 mL volume. The following day, cells were treated with TSA (100 ng/mL), curcuphenol and P02-113 and P03-97-1 curcuphenol analogues (0.02 mg/mL), IFN-γ (5.832 × 10^−6^ nmol) or 1% DMSO and incubated for 48 h at 37°C. After incubation, the cells were trypsinized, washed and stained with APC-conjugated anti-mouse MHC- I (specifically anti-H-2K^b^) antibody (clone 25-D1.16; Biolegend) and assessed by flow cytometry analysis. Primary TC-1 tumour cells were used as a positive control for surface MHC-I expression, and vehicle alone (1% DMSO) was used as a negative control.

### Reverse transcription and RT-qPCR

RNA was isolated using the RNeasy plus mini kit. RNA was reverse transcribed into cDNA using the superscript II reverse transcription kit (Invitrogen). Quantitative RT PCR was done using 10 nM of primer and 1 μL of BioRad SYBR Green master mix (Biorad). RT-qPCR was done on 7,500 Fast Real-Time PCR System from Applied Biosystems 40 cycles (95°C denaturing for 15 s, 60°C annealing for 1 min). Primers are as follows Table 1:

**TABLE 1:** Primer sequences used for RT-qPCR.

Primer target	Forward (5’->3′)	Reverse (5’->3′)
HDAC5	5′GCCTCG GAA CCC AAC TTA AA 3′	5′ GGC AGA GAA GGA GAX GTA TAG A 3′
HDAC8	5′CCT GAT TGA CGG GAA GTG TAA 3′	5′GTG CAG GGA CAC AGT CAT AA 3′
HDAC10	5′CCA AAC ATC CCA AGC AGA AATA A 3′	5′CAG CAC CAA CTC AGG ATC AA 3′
TAP1	5′TTA TCA CCC AGC AGC TCA GCC T 3′	5′TCA GTC TGC AGG AGC CGC AA 3′
B-Actin	5′ ATG GAT GAC GAT ATC GCT GC 3′	5′TTC TCC AGG GAG GAA GAT 3′

### Chromatin immunoprecipitation assay (ChIP)

1 × 10^6^ A9 cells were plated onto a 6-well plate in 2 mL of DMEM media. Twenty-four hour after seeding, cells were cultured at the optimum concentrations of curcuphenol (0.00167 μmol), or IFN-γ (5.832 × 10^−6^ nmol) or 1% DMSO vehicle for 48 h. Cell viability was gauged using Trypan Blue dye (Gibco) and cell counting slides (Biorad) with Biorad TC20 automated cell counter. Once the viability was above 90%, the cells were quantified, and 1.3 × 10^5^ live cells were transferred into a new tube. The cells were pelleted at 500 g for 6 min at 4°C. Cells were put into ChIP-seq lysis buffer and mixed up and down three times before being placed immediately in liquid nitrogen for 15–20 s. Cells were then immediately transferred to dry ice and stored at −80°C until they were ready for transport. The sequencing procedure was followed as per the previously published protocol (Lorzadeh et al., 2016).

### Bioinformatic analysis of H3K27ac data

#### Processing of ChIP-Seq Data

Raw sequencing data were aligned to mouse reference genome (mm10) with BWA mem (v0.7.6a) with option (-M). Peak calling was done with MACS2 (v2.1.2) with FDR cutoff 0.01 and option (-f BAMPE) (Feng et al., 2012; Gaspar, 2018). During the peak calling process, input samples were used as background control.

#### Overlap analysis of H3K27ac peaks of DMSO, curcuphenol and IFN- γ samples and Venn diagram

Intervene (v0.6.4) was used to generate a Venn diagram of the comparison with the "--save-overlaps” option to obtain sample-specific or common binding regions (Khan and Mathelier, 2017). Comparison of DMSO and IFN-**γ** generated the region sets lost and gained, which gained represents IFN-γ specific and lost is DMSO specific. Further, gained and lost regions then intersected with curcuphenol regions to create genomic region sets “gained-curcuphenol” and “lost-curcuphenol,” respectively.

#### Heatmap

deepTools (v3.1.3) was used to analyse ChIP-seq data (Ramirez et al., 2014). To generate heatmaps, deepTools’ *computeMatrix* function was used to generate an intermediate matrix file for the heatmap using the following arguments "-a 2000 -b 2000 –reference Point center”, and then used deepTools’ *plotHeatmap* function with default settings.

#### Functional annotation of gained/lost regions

Homer’s (v4.10.3) *annotatePeaks.pl* function was used to annotate all genomic location sets (Heinz et al., 2010). Mouse (*mm10)* genome was used as reference genome while running Homer https://paperpile.com/c/6liArk/SexC.

#### Gene set enrichment analysis

The overlap between “Gained-curcuphenol” and “Lost-curcuphenol” acetylation regions was used to find the closest genes by Homer’s *annotatePeaks.pl* function. Using Metascape tool, corresponding human genes were found for these genes (Zhou et al., 2019). Later, using Reactome Database’s gene set enrichment tools, the enrichment of Reactome pathways was calculated in our gene set. For visualization all the hits less than 0.1 FDR were removed.

#### Data availability

The data in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE179844 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE179844).

### HDAC assays

To assess the effect of the compounds on the relative activity of HDAC class I and II enzymes in the A9 cell line, the HDAC-Glo™ I/II Assay and Screening System (Promega) was used. The linear range was established for the A9 cells following the manufacturer’s instructions. 3 × 10^4^ cells per well were plated in clear-bottom 96-well plates (Perkin Elmer), and plates were incubated at 37°C. After 24 h, cells were treated with 25 nM of TSA (positive control), 1% DMSO (negative control), or a range of dilutions of P02-113 or P03-97-1 (0.02–5 μM) and incubated for 30 min. Cell culture media was used as a blank control, and HeLa cells provided in the HDAC assay kit were used as a positive control. HDAC class I/II reagent was then added and incubated for 30 min before luminescence was measured using the Infinite M200 (Tecan) and i-control software (Tecan). To evaluate the effect of the compounds on specific HDACs, their activity was assessed with purified HDAC enzymes from all classes I, II, and IV, as well as a select member of HDAC class III (SIRT1). HDACs 1-9 and SIRT1 were evaluated using HDAC Fluorogenic Assay Kits (BPS Biosciences) following the manufacturer’s recommendations. Compound treatment started at 5 μM and was two-fold diluted to a concentration of 0.02 μM. Alternatively, HDAC 10 and 11 (BPS Biosciences) were optimized to be assayed with the HDAC-Glo™ I/II Assay and Screening System (Promega).

The assays were measured using the Synergy HI hybrid reader (BioTek) and Gen5 software (Bio-Tek). For all assays, vehicle (1% DMSO) was used as a negative control, and TSA (25 nM) was used as a positive control, except for the SIRT1 assay where nicotinamide (5 mM) was used as a positive control. To calculate the fold change in HDAC activity, the values from each treated well were divided by the relative mean of activity of the specific HDAC being measured.

### siRNA knockdowns HDACs in TC1 cells

TC1 cells were plated 24 h before transfection in media (DMEM and 10%FBS) at a concentration of 1 × 10^6^ TC1 cells per well in a 6-well plate. TC1 cells were transfected with 7 μL of siRNAs HDAC5, HDAC8, HDAC10 or Control siRNA-A (Santa Cruz). The siRNA was mixed in 150 μL of Opti-MEM reduced serum medium (Gibco) for 5 min. Concurrently, 12.5 μL of Lipofectamine RNAiMAX (Thermofisher) or Lipofectamine 2000 reagent (Thermofisher) was placed in 150 μL of Opti-MEM for 5 min. The siRNA and lipofectamine in Opti-MEM were then mixed and incubated for 10 min before placing them into each well. Forty-8 h following transfection, TC1 cells were harvested from the plate, and half of the cells were checked for MHC-I expression levels using the anti-mouse H2K^b^ APC antibody (Biolegend) and viability using the 7AAD viability dye by flow cytometry; the other half of the TC1 cells were lysed for quantitative RT-PCR using the RNeasy plus mini kit (Qiagen).

### Statistical analysis

Data were analyzed with R and Excel. A Student’s t-test was used for determining statistical significance between controlled test groups; *p* ≤ 0.05 was considered significant.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE179844.

How the deposited data were processed for this re-analysis (not part of the article)

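H3K27ac ChIPseq was made from A9 cells under 3 treatments (DMSO, curcuphenol and IFN-γ), with 1 H3K27ac library and 1 input library per treatment. The authors aligned the paired-end reads to mm10 with BWA mem, called regions with MACS2 on each H3K27ac library against the input of the same treatment, and deposited the 3 resulting lists as positions and names of regions. The values are therefore start and end positions in bp. Scores, peak heights and read counts are not part of the lists, the input libraries entered the data as controls of the calls, and reads, read levels and the heat maps of the paper were not analysed here. Use of the paired-end format and of a matched input fits a ChIPseq experiment of a histone mark with paired reads. Narrow regions were called, in which a broad acetylated domain can be split into several regions, so that overlaps were also computed on merged regions. The lists do not say which duplicate or mapping quality filters were applied, and the read depth behind each list is not known. Precision is given by exact Clopper-Pearson 95% intervals of shares of regions, which cover counting error only.

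Regions were compared with at least 1 bp of overlap and counted as Intervene counts them, in the order DMSO, curcuphenol, IFN-γ. Lost regions are DMSO regions with no IFN-γ region, gained regions are IFN-γ regions with no DMSO region, and both were divided by whether a curcuphenol region overlaps them. Overlapping regions of the 3 lists were also merged into 70818 regions. Random overlap was estimated from 1000 circular shifts of the curcuphenol regions along each chromosome. The numbers of merged regions in exactly 2 lists were set beside those expected if no treatment had an effect and each merged region had its own chance of being called, estimated from the regions found in 1 list and scaled to the observed number in exactly 2 lists, with 1000 simulations of unchanged lists. The similarity of a pair of lists is the Jaccard index of covered base pairs. Width of the called region was used where the paper compares acetylation levels, because no score was given.

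Gene positions were taken from the RefSeq annotation of GRCm38.p6, the assembly that mm10 names, limited to curated coding and non-coding transcripts. The design fixed before the data were examined named an mm10 annotation only, and curated RefSeq transcripts were chosen afterwards because Homer annotates against RefSeq. The centre of each region was given a class in Homer's order (promoter, transcription termination site, coding exon, 5′ UTR, 3′ UTR, intron, intergenic). Each region was assigned to the gene with the nearest TSS. GC content was measured in 500 bp around the centre of a region.

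Lists of genes were fixed before the data were examined, 19 lists in all: MHC class I, antigen processing, MHC class II, IFN-γ signalling, interferon-stimulated genes, cross-presentation, nuclear receptors, non-homologous end joining, homologous recombination, FOXO targets of the cell cycle, kainate receptors, IGF and IGF2BP, WNT antagonists and their receptors, histone deacetylases, housekeeping genes, and markers of epithelial, mesenchymal, leukocyte and endothelial cells. The list of WNT antagonists also holds the co-receptors Lrp5 and Lrp6 and the ligands Wnt3a, Wnt4, Wnt5a and Wnt9a. The list of kainate receptors also holds Ncald, Dlg1, Dlg3 and Dlg4. Every list gene was found in the annotation, Whsc1 under its current symbol Nsd2. For each list, the number of members that are the nearest gene of a gained or lost region, with or without a curcuphenol region, was set beside 10000 random lists of the same size, drawn from 17655 genes nearest to any region and matched on the number of regions per gene. The number of regions per gene includes the gained and lost regions themselves, so matching partly removes the response that is counted. Percentiles describe the lists and are not tests of the treatments. Base pairs covered by regions over each gene body and the 1000 bp upstream were compared between treatments, with random lists matched in 20 bins of base pairs covered with DMSO, or in 10 such bins and 5 bins of GC content at the TSS. These comparisons of covered base pairs, the overlap of the sets of nearest genes and the lists near regions of curcuphenol alone or of DMSO without curcuphenol were added after the data were examined. The genes named are, by a rule fixed before the data were examined, those the paper names in its ChIPseq results and discussion, every MHC-I and APM gene with a region, up to 6 genes per list (in alphabetical order) nearest to a gained or lost region with a curcuphenol region, and the 5 widest regions of each class. Other genes named were chosen after their values were seen.

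With 1 library per treatment, no test between treatments, no p-value and no measure of variation between replicates could be given. The overlap counts were tested on simulated data with 3000 regions and differed from a direct count in 0 cases. In simulated unchanged lists of 200000 regions, the ratio of observed to expected pairs was 0.995 (SD 0.00919), and 1.08 when 5% of regions were raised in both treatments. A planted list of 30 genes lay at percentile 100, and 3% of 100 random lists lay above the 95th percentile. Alternatives tried were an overlap of 50% of the region's own length, a reciprocal overlap of 50%, regions within 500 bp counted as shared, lists of equal size, regions of at least the median width, chromosomes 1 to 19 and X only, merged regions, the share of overlapping regions in place of the Jaccard index, a promoter of 2000 bp on either side of the TSS, annotation by any overlap, genes assigned within 50 kb, regions within 2 kb of a TSS, and random lists that were not matched. Regions above the lowest of 5 bins of GC content, regions at least as wide as the longest of the 3 shortest widths, an expectation summed over these bins, merged regions of at least the median merged width and random lists matched on GC content were added after the data were examined. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.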

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

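The tests of the width ratio against GC content and of regions of at least the median width were chosen before their results were seen, and the other tests weighed here only afterwards.

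MHC class II genes, which the paper does not analyse in these data, had a promoter region at 6 of 9 genes with IFN-γ, against 1 with DMSO and 2 with curcuphenol.

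On the X chromosome, which the paper does not discuss, 19.01% of the merged regions were in the DMSO list alone, against 9.56% on the autosomes and 13.5% on autosomes weighted to the GC content of the X chromosome regions.

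Lost regions were poor in GC, a property that the paper does not report on: of the merged DMSO regions in the lowest of 5 bins of GC content, 46.0% were lost, against 3.77% in the highest bin. Narrow regions near the calling threshold are argued against as the whole cause, since lost regions lay below kept regions in median GC content within each of 5 bins of width, by -6 percentage points at the least and -10.9 at the most. A difference in GC bias between the libraries is consistent with the regions common to all 3 lists, in which the width ratio of IFN-γ to DMSO rose with GC content outside promoters (Spearman rho of 0.132 across regions, which are not replicates; 0.0612 with promoters included). A removal of acetylation from GC-poor elements by IFN-γ predicts the same difference in median GC content, -7.6 percentage points between lost and common regions, and cannot be told apart from a difference between libraries, because each treatment has 1 library.

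Of the merged regions found in exactly 2 lists, DMSO and IFN-γ held 2.45 times the number expected with no treatment effect, a comparison the paper does not make, and since the total is fixed, the low ratio of 0.628 for curcuphenol and IFN-γ is part of the same observation. A difference in GC bias between the libraries is argued against as the whole cause by the ratio for DMSO and IFN-γ within each of 5 bins of GC content, 2.61 at the least and 4.54 at the most. Whether narrow regions near the calling threshold are the whole cause could not be decided. Among merged regions of at least the median merged width, the ratios were 6.36 for DMSO and IFN-γ and 0.436 for curcuphenol and IFN-γ. Merged regions in 1 list alone, from which the expectation is estimated, are the narrowest. Their median widths were 384 bp (DMSO), 595 bp (curcuphenol) and 450 bp (IFN-γ), against 2242 bp in all 3 lists. This restriction therefore bears most on them and is not independent of the pattern. With regions of at least 297 bp in every list the ratios were 2.71 and 0.651, but this is only the shortest curcuphenol width, so narrow regions remain. Among regions of at least the median width of their list the ratio for curcuphenol and IFN-γ was 0.645, but 76.8% of the pairs counted there were not the same pairs before narrower regions were left out, and with a reciprocal overlap of 50% the ratios were 1.04 for curcuphenol and IFN-γ and 1.29 for DMSO and IFN-γ. A curcuphenol library that differs from the other libraries in preparation or depth and an effect of curcuphenol alone both predict the excess of DMSO and IFN-γ pairs and cannot be told apart with 1 library per treatment.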

How the results depend on the processing

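The restrictions to regions above the lowest of 5 GC bins and to a common shortest width, the expectation summed over GC bins, the restriction to wide merged regions, the lists near DMSO regions without a curcuphenol region and the random lists matched on GC content were chosen only after the data were examined. Of 169 values under the alternatives fixed before, 87 stayed within their counting interval, within 1.5 times for a count, within 1 percentage point for a Jaccard index or on their side of the 5th and 95th percentiles, 71 moved by more, 10 came back between these percentiles and 1 reversed. Of 69 values added, 42 stayed, 23 moved, 1 came back, 3 passed beyond these percentiles and 0 reversed. The cause was not tested for any of them, apart from the smaller number of regions that a restriction leaves. No paired analysis was possible because each treatment has 1 library, the shared DMSO library could not be divided, and the unknown read depth limits how absent regions can be read.

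With an overlap of 50% of the region's own length, there were 14247 lost regions, 2734 of them with a curcuphenol region, and 7310 gained regions with one (31.2%). The share common to all 3 lists was 27.7%, and observed over expected was 0.518 for DMSO and curcuphenol, 1.92 for DMSO and IFN-γ and 0.706 for curcuphenol and IFN-γ. With a reciprocal overlap of 50%, 23150 regions were lost, 24749 common with IFN-γ and 30873 gained, 27701 DMSO regions lacked and 20198 had a curcuphenol region, 28565 curcuphenol regions lacked a DMSO region, and 16763 (16.7%) were common to all 3 lists. A curcuphenol region overlapped 22.04% of gained and 14.8% (3435) of lost regions. Observed over expected was 0.621 for DMSO and curcuphenol and 1.29 for DMSO and IFN-γ, and for curcuphenol and IFN-γ it reversed to 1.04; 41.1% of common regions were wider with curcuphenol than with DMSO. With regions within 500 bp counted as shared, 44.4% were common, 30.5% of gained and 21.9% of lost regions had a curcuphenol region, and the ratios, in the same order, were 0.360, 3.09 and 0.543. With lists of equal size the shares were 41.1%, 29.9% and 22.2%, and the ratios for DMSO with curcuphenol and with IFN-γ 0.423 and 2.61.

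Among regions of at least the median width of their own list, a restriction after which 76.8% of the pairs were not the same pairs before, 3710 were lost (760, or 20.5%, with a curcuphenol region), 20244 common with IFN-γ and 7507 gained (2340, or 31.2%, with a curcuphenol region). 7564 DMSO regions lacked and 16390 had a curcuphenol region, 7818 curcuphenol regions lacked a DMSO region, 15630 (42.3%) were common to all 3 lists, and the ratios for DMSO with curcuphenol and with IFN-γ were 0.370 and 2.34. Jaccard indices were 46.5% for DMSO and curcuphenol, 57.8% for DMSO and IFN-γ and 48.5% for curcuphenol and IFN-γ. Over all regions, with no restriction on width, the shares of overlapping regions for these pairs were 66.2%, 76.4% and 66.6%. Over merged regions, 39.0% were common, and 23.6% of gained and 14.3% of lost regions had a curcuphenol region. With a promoter of 2000 bp on either side, introns and intergenic sequence held 72.0%, 72.9%, 74.4% and promoters 24.8%, 23.5%, 21.9% of DMSO, curcuphenol and IFN-γ regions, and with any overlap 67.6%, 67.3%, 69.0% and 22.99%, 21.5%, 20.0%.

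Without the merged regions in the lowest GC bin, 3595 regions were lost, 959 of them with a curcuphenol region (26.7%), and 9822 DMSO regions lacked one. The share common to all 3 lists was 42.8%, 28.1% of gained regions had a curcuphenol region, and the ratios were 0.391 for DMSO and curcuphenol, 3.54 for DMSO and IFN-γ and 0.501 for curcuphenol and IFN-γ. With regions of at least 297 bp in every list, 40.6% were common to all 3 lists, 31.1% of gained and 19.9% of lost regions had a curcuphenol region, and the ratios for IFN-γ with DMSO and with curcuphenol 2.71 and 0.651. Summed over GC bins, the expectation gave 0.375 for DMSO and curcuphenol, 3.36 for DMSO and IFN-γ and 0.520 for curcuphenol and IFN-γ. Among merged regions of at least the median merged width these ratios were 0.292, 6.36 and 0.436.

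Near lost regions with a curcuphenol region, the IFN-γ signalling list left the lowest 5% of random lists, at 11.6 with genes within 50 kb. Without matching and, for the interferon-stimulated list as well, within 2 kb of a TSS or above the lowest GC bin, a list with 0 genes near these regions would not lie in the lowest 5%, so these settings gave no test. Within 2 kb lay 310 gained and 140 lost regions with a curcuphenol region and 684 gained regions without one. Near the last, the 2 interferon lists lay at 81.0 and 63.0. Within 2 kb, 0 of 19 lists lay above the 95th percentile near gained regions with a curcuphenol region, 0 near lost regions with one and 1 near gained regions without one. In this setting, the WNT antagonists lay at 92.6 near gained regions with a curcuphenol region. Near lost regions with one, the WNT antagonists, non-homologous end joining and the nuclear receptors each had 0 genes, where fewer than 1 is the mean of the random lists. Their percentiles of 46.5, 39.7 and 29.4 therefore place no list, although they are counted among the values that came back between the 5th and 95th percentiles. The epithelial markers had 0 genes left to count and no value. Near lost regions with a curcuphenol region, the nuclear receptors lay at 74.6 with genes within 50 kb and 71.8 above the lowest GC bin. The APM list near gained regions without a curcuphenol region lay at 70.9 within 2 kb and 91.5 without matching.

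Near DMSO regions without a curcuphenol region, the mesenchymal markers passed the 95th percentile, at 99.6 with genes within 50 kb, 99.97 without matching and 99.2 above the lowest GC bin, and lay at 53.6 with regions within 2 kb of a TSS. The number of lists above it went from 0 to 1 within 50 kb, 4 without matching and 1 above the lowest GC bin.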

Differences from the paper's values

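The comparison of shared genes was chosen only after the data were examined, and the overlap counts, the widths and the gene lists near gained and lost regions were set before. The counts of lost, common and gained regions, of gained and lost regions with a curcuphenol region and those printed in Figures 10B and 11C match the counts computed here, and with the main setting, an overlap of at least 1 bp, no value computed here is more than 1.5 times above or below the paper's.

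The paper gives the lost regions with a curcuphenol region as 15%, while the same 1612 of 8588 regions make 18.8% (17.9 to 19.6). A reciprocal overlap of 50% gives 14.8% and merged regions 14.3%, both set before the data were examined. The paper describes these regions as acetylation repressed by curcuphenol, whereas the 1612 regions are those in which a curcuphenol region was called, and 6976 lost regions have none.

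The paper associates the gained regions with a curcuphenol region with IFN-γ signalling pathways. With the gene lists used here, which are not the gene sets of the paper, 6 of 27 genes of IFN-γ signalling (percentile 7.77) and 7 of 39 interferon-stimulated genes (percentile 42.9) were nearest to such a region, with 9.33 and 7.52 in the mean random list. Random lists that were not matched place them at 67.1 and 44.2. The number of regions per gene used for matching includes the gained regions themselves. Over the 66 genes of both lists with any region, 102 of 259 merged regions were in the IFN-γ list alone. The matched percentiles of 7.77 and 42.9 therefore cannot show that these genes are fewer than by chance. Near gained regions without a curcuphenol region the counts were 21 of 27 and 26 of 39. The paper also states that curcuphenol-modified genes overlap considerably with IFN-γ regulated genes. Here 4930 of 7904 genes nearest to gained regions were also nearest to new curcuphenol regions, above the 3917 expected from the sizes of the sets and below the 5043 expected when the number of regions per gene is taken into account. That number includes the new regions that define the sets, so 5043 cannot show an overlap below chance. For regions present with DMSO and absent with the treatment, 4153 of the 4686 IFN-γ genes (88.6%) were shared. This was 1.42 times the expectation that takes the number of regions per gene into account. A chance call in the shared DMSO library counts as lost under both treatments, so this ratio cannot show a shared effect.

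The paper states that curcuphenol raised acetylation in the common regions as IFN-γ did. Read levels were not available, and by width 43.3% of merged common regions were wider with curcuphenol than with DMSO, against 62.2% with IFN-γ.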

Other observations

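The test of promoter GC content was chosen before its result was seen, and the other comparisons of covered base pairs reported here only after the data were examined.

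Apart from MHC-I, the MHC class II genes gained regions with IFN-γ. Ciita, which encodes their transactivator, had 2261 bp covered with IFN-γ and no region with DMSO or curcuphenol, and the same held for H2-Aa (1347 bp), H2-Ab1 (1038 bp), H2-Eb1 (1408 bp) and H2-DMb1 (1225 bp). Cd74 had no region with DMSO, 826 bp with curcuphenol and 4664 bp with IFN-γ. Near gained regions without a curcuphenol region, 5 of 7 MHC class II genes were nearest (percentile 99.9). Mesenchymal markers went the other way: 8 of 11 had fewer covered base pairs with IFN-γ than with DMSO (percentile 99.2) and 10 fewer with curcuphenol (97.8). Vim had 8771 bp with DMSO, 6240 bp with curcuphenol and 6704 bp with IFN-γ, and Cdh2 18249, 11801 and 14605 bp. Near lost regions without a curcuphenol region, 9 of 11 mesenchymal markers were nearest (percentile 98.7). Genes named in this part were chosen after their values were seen.

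Among the lists tied to tumour cell growth, 14 of 15 FOXO genes had fewer covered base pairs with curcuphenol than with DMSO (percentile 99.7), among them Foxo3 (10542 bp with DMSO and 7587 bp with curcuphenol) and Cav1 (9269 and 4990 bp), while 9 of 15 had more with IFN-γ. For non-homologous end joining, 16 of 27 genes had more with curcuphenol (percentile 97.2), such as Tdp1 (7898 and 14708 bp) and Atm (3037 and 6744 bp), and 16 had fewer with IFN-γ (98.1). Nuclear receptors had fewer with IFN-γ in 18 of 32 (98.5), such as Nr3c1, the gene of the glucocorticoid receptor (13572 bp with DMSO and 8572 bp with IFN-γ), and fewer with curcuphenol in 23 (88.1). More covered base pairs with curcuphenol than with DMSO were found in 11 of 25 homologous recombination genes, 9 of 18 histone deacetylases and 6 of 13 IGF genes. The same held for 4 of 8 genes of the WNT antagonist list (Wif1, Lrp5, Lrp6 and Wnt4). In the kainate receptor list it held for 4 of 7 (Dlg3, Grik1, Grik4 and Ncald). With IFN-γ, the counts with more were 13, 10, 8, 3 and 5, in the same order. For housekeeping genes these counts were 2 and 5 of 12, for epithelial markers 2 and 3 of 3, for leukocyte markers 2 and 0 of 4 and for endothelial markers 3 and 3 of 5. Over all 15695 genes with a region, 44.9% had more and 51.0% had fewer with curcuphenol, and 58.7% had more and 33.9% had fewer with IFN-γ.

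The MHC-I and APM genes carried fewer covered base pairs with curcuphenol than with DMSO in 22 of 27, against 13.6 in the mean of the matched random lists. Whether narrower curcuphenol regions across the genome are the whole cause could not be decided. The count lay at percentile 99.98 among lists matched on base pairs with DMSO. These lists were not matched on gene length or on the share of covered base pairs at promoters. The housekeeping genes also had fewer in 9 of 12 (percentile 83.8). GC content of the promoters is argued against by the percentile among lists matched also on GC content at the TSS, 99.995. A lowering of acetylation at these genes by curcuphenol may account for the 22 genes. It cannot be told apart from narrower curcuphenol regions across the genome or from a difference between the 2 libraries that acts on these genes. Each treatment has 1 library, and neighbouring genes share regions.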
